# Cell-type-specific interrogation of CeA *Drd2* neurons to identify targets for pharmacological modulation of fear extinction

**DOI:** 10.1038/s41398-018-0190-y

**Published:** 2018-08-22

**Authors:** Kenneth M. McCullough, Nikolaos P. Daskalakis, Georgette Gafford, Filomene G. Morrison, Kerry J. Ressler

## Abstract

Behavioral and molecular characterization of cell-type-specific populations governing fear learning and behavior is a promising avenue for the rational identification of potential therapeutics for fear-related disorders. Examining cell-type-specific changes in neuronal translation following fear learning allows for targeted pharmacological intervention during fear extinction learning, mirroring possible treatment strategies in humans. Here we identify the central amygdala (CeA) *Drd2*-expressing population as a novel fear-supporting neuronal population that is molecularly distinct from other, previously identified, fear-supporting CeA populations. Sequencing of actively translating transcripts of *Drd2* neurons using translating ribosome affinity purification (TRAP) technology identifies mRNAs that are differentially regulated following fear learning. Differentially expressed transcripts with potentially targetable gene products include *Npy5r, Rxrg, Adora2a, Sst5r, Fgf3, Erbb4, Fkbp14, Dlk1*, and *Ssh3*. Direct pharmacological manipulation of NPY5R, RXR, and ADORA2A confirms the importance of this cell population and these cell-type-specific receptors in fear behavior. Furthermore, these findings validate the use of functionally identified specific cell populations to predict novel pharmacological targets for the modulation of emotional learning.

## Introduction

The amygdala is a mediator of the acquisition and expression of learned associative fear^1,2^. Composed primarily of GABAergic medium spiny neurons, the central amygdala (CeA) is intimately involved in controlling the expression of fear-related behaviors^3,4^. Each of the CeA’s three main sub-nuclei (lateral capsular (CeC), lateral (CeL), and medial (CeM)) play distinct roles in specific behaviors and contain molecularly distinct sub-populations that have further behavioral specializations^5–10^. In the present set of experiments, we utilized Pavlovian fear conditioning, a paradigm used extensively for studying associative fear memories formed by the pairings of conditioned stimuli (CS; e.g. a tone) and unconditioned stimuli (US; e.g. a mild foot shock)^11–13^. Learned fearful associations may be ‘extinguished’ with additional unreinforced presentations of the CS alone, a process that closely resembles the clinical practice of exposure therapy used in treating individuals with posttraumatic stress disorder (PTSD). A promising area of treatment in PTSD includes the pharmacological enhancement of exposure-based therapies^14^. The aim of this study was to harness cell-type-specific molecular techniques in order to identify more specific and effective pharmacotherapies for the treatment of fear-related disorders.

Foundational research as well as more recent analyses highlight the striatum-like nature of the central amygdala^15^. Striatal dopamine receptor 1 (*Drd1*) populations (direct pathway neurons) promote movement, while dopamine receptor 2 (*Drd2*) populations (indirect pathway neurons) inhibit movement^16,17^. Within the posterior CeA, it has been reported that corticotropin releasing factor (*Crh*), tachykinin 2 (*Tac2*), somatostatin (*Sst*), and neurotensin (*Nts*) expressing populations are contained within the larger *Drd1* expressing neuron population that promotes directed motivational behaviors under certain conditions^18,19^. Conversely, within the anterior CeC, the protein kinase C-δ (*Prkcd*) and calcitonin receptor-like (*Calcrl*) co-expressing population has been reported to be a sub-population of *Drd2* neurons mediating defensive behaviors or inhibiting motivated behaviors^19,20^. Given its potential role in fear behavior, the CeA *Drd2* expressing population is a high value target for translational investigation.

The dopaminergic system is well known for its role in appetitive learning; however, more recently it has been recognized for its importance in fear acquisition and fear extinction learning^21–23^. Perturbations in the dopaminergic system have been implicated in the disease etiologies of several human pathologies ranging from Parkinson’s disease to schizophrenia, depression and PTSD^24–26^. Although the dopamine receptor 2 (D2R) is clearly involved in fear acquisition and fear extinction learning, the literature to date has been equivocal on the role of D2R in the CeA, as different study designs demonstrate D2R antagonist administration may lead to conflicting effects^27–29^. In the present study, we separated the role of CeA *Drd2*-expressing neurons in fear behavior from that of receptor activity of D2R itself, and in doing so, identify a large number of alternative gene targets that are modulated by fear learning.

The present study takes the most translationally direct approach by behaviorally and molecularly characterizing the CeA *Drd2* neuronal population, examining translational changes in this population following a fear learning event, and then pharmacologically manipulating identified targets at a clinically relevant time point, during fear extinction. Molecular characterization of the Drd2 population clearly identifies it as a unique population that is largely non-overlapping with other, previously described CeA populations. Direct chemogenetic enhancement of excitability in CeA *Drd2* neurons resulted in significantly enhanced fear expression. Translating ribosome affinity purification (TRAP) and sequencing of actively translated RNAs in the *Drd2* neuron population following fear conditioning yielded a diverse set of genes that were differentially regulated by behavior^30,31^. These differentially regulated genes included *Adora2a*, *Rxrg, Sst5r, Npy5r, Fgf3, Erbb4, Gpr6, Fkbp14, Dlk1*, and *Ssh3*. Using the Druggable Genome database, genes with known pharmacological interaction partners were chosen and pharmacologically manipulated at a clinically relevant time point to oppose fear conditioning dependent changes, during fear extinction. Consistent with the identification of the *Drd2* expressing population as a fear expression supporting population, blockade of A_2A_R (G_αs_) or NPY5R (G_αi_) during fear extinction suppressed and enhanced fear expression, respectively. Additionally, activation of RXR enhanced fear extinction consolidation. Together these data provide promising new targets for understanding and manipulating fear processes, and also demonstrate the power of identifying novel pharmacological targets through the use of cell-type-specific approaches to amygdala circuit function.

## Results

### *Drd2* defines a distinct CeA population

Many molecularly distinct subpopulations have been identified across the CeA. Using RNAScope technology, we performed fluorescence in situ hybridization (FISH) in order to examine the *Drd2* population in relation dikkopf-related protein 3 (*Dkk3*), dopamine receptor 1a (*Drd1a*), adenosine A2A receptor (*Adora2a*), corticotropin releasing factor (*Crh*), neurotensin (*Nts*), protein kinase C-δ (*Prkcd*), somatostatin (*Sst*), and tachykinin 2 (*Tac2*). For all in situ analyses anatomical boundaries were identified by examining DAPI staining in comparison to atlases provided by the Allen Institute and Paxinos et al.^32,33^. Within the striatum (CPu), *Drd1a* and *Drd2* have expected intermingled, non-overlapping, expression patterns (Fig. 1a–f). *Dkk3* strongly labels a population of BLA primary neurons^34,35^. *Drd1a* strongly labels intercalated cell masses (ITC) especially the main intercalated island (Im), and weakly labels some BLA cells. *Drd2* does not label any BLA or ITC cells. Within the CeA at anterior positions, *Drd2* primarily labels populations in the CeC and CeL with lower expression within the CeM, while *Drd1* primarily labels populations in the CeL and CeM with less expression within the CeC^2,36,37^. At higher magnification it is clear that within the CeA *Drd1a* and *Drd2* maintain their non-overlapping expression with very few identifiable co-expressing cells (Fig. 1g–l). *Drd2* is known to strongly co-express with *Adora2a* in the striatum. Similarly, we find an almost complete co-expression of *Drd2* and *Adora2a* within central amygdala neurons (Supplemental Fig. 1).

**Fig. 1:**
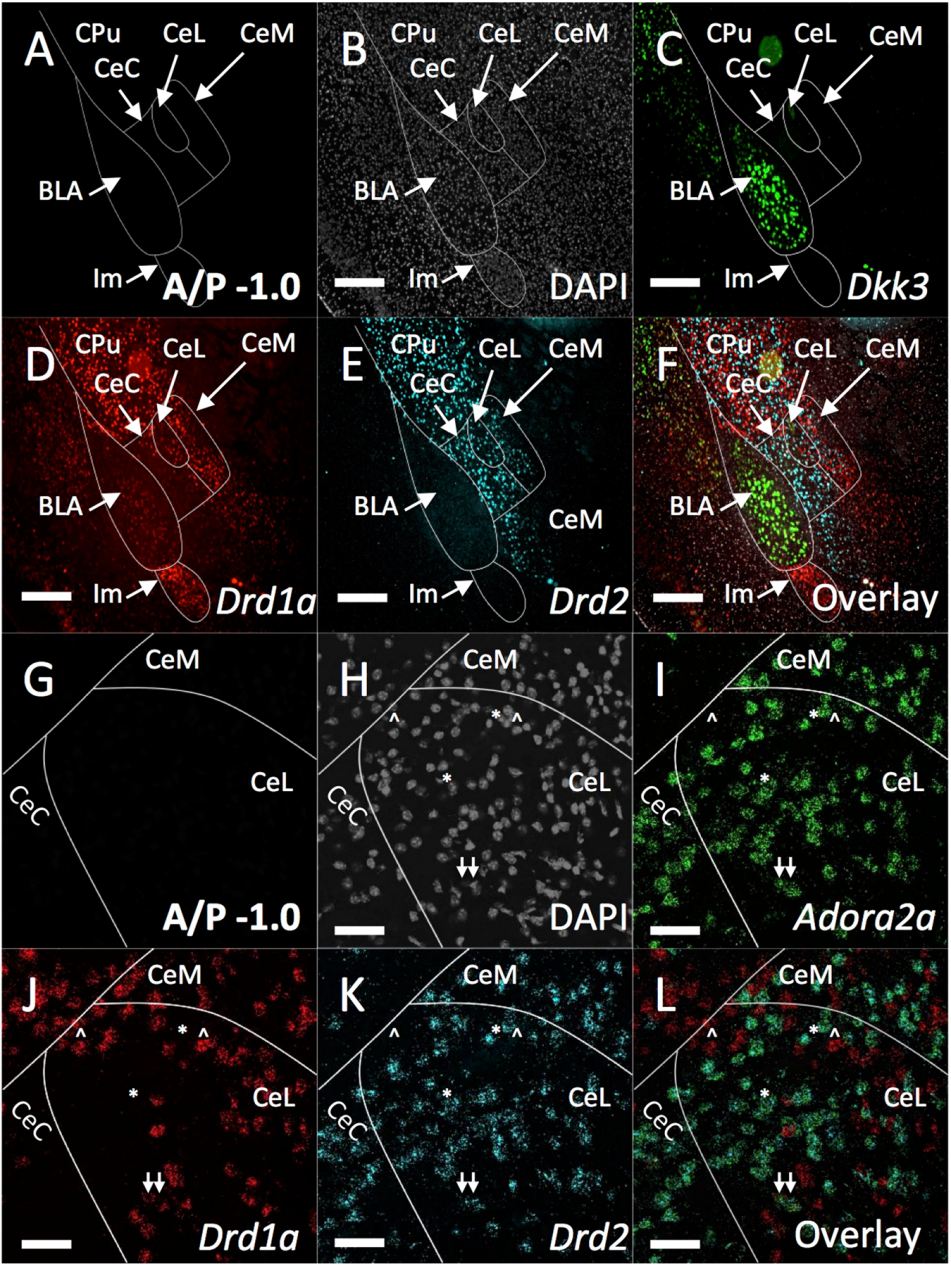
Comparison of CeA *Drd2, Drd1a*, and *Adora2a* populations. Expression of *Dkk3, Drd2, Drd1a*, and *Adora2a* were examined with FISH (RNA Scope, ACD Biosystems). **a** Schematic of amygdala compartments within the temporal lobe. **b** DAPI (grey). **c** *Dkk3* (Green) is expressed in a population of BLA pyramidal neurons. **d** *Drd1a* (Red) is expressed in striatum, weakly in some BLA cells, ITC’s (especially Im), strongly in CeL and CeM, but weakly in the CeC. **e** *Drd2* (Cyan) is expressed in striatum, CeC, CeL, but weakly in the CeM and not ITCs or BLA. **f** Overlay of **(b**–**e)**. The dorsal CeA especially CeL expresses both *Drd2* and *Drd1a* populations; however, these populations segregate primarily to the CeC and CeM, respectively, more ventrally **g**. Schematic of higher magnification anterior dorsal region of CeA. **h** DAPI (Gray). **i** *Adora2a* (Green) is expressed strongly CeC, CeL and dorsal CeM. **j** *Drd1a* (Red) is expressed strongly in CeL and CeM, but little expression is found in CeC. **k** *Drd2* (Cyan) is expressed strongly in CeC, CeL and dorsal CeM. **l** Overlay of (**h**–**k)**. *Adora2a* and *Drd2* entirely co-express. Very few examples of co-expression between *Drd1a* and either *Drd2* or *Adora2a* are found. Examples of *Drd1* expressing cells are indicated by ^. Examples of *Drd2*/*Adora2a* co-expressing cells are indicated by *. Examples of rare triple labeled *Drd1a/Drd2/Adora2a* cells are indicated by arrow. BLA basolateral amygdala, CeC central capsular amygdala, CeL central lateral amygdala, CeM central medial amygdala, CPu caudate putamen (striatum), Main Intercalated Island: Im. Staining was examined across *n* = 5 adult male animals. Scale Bar: A-F 500 μm, G-L 50 μM

The anterior to posterior (A/P) position within the CeA has emerged as a strong potential variable when examining the behavioral functions of CeA neurons^19^. Therefore, the distribution of *Drd2, Drd1a*, and *Adora2a* expressing cells was examined across the length of the CeA (Supplemental Fig. 2a–x). Consistently, *Drd2* and *Drd1a* label non-overlapping populations, while *Drd2* and *Adora2a* label almost entirely overlapping populations with sparse single-labeled cells found at the far ventral portion of the CeC. At anterior positions (A/P: −0.82 to −1.2), *Drd2* strongly labels large populations within the CeC and CeL and to a lesser extent the CeM (Supplemental Fig. 2q–t). Likewise, *Drd1a* labels populations within the CeL and CeM and many fewer cells in the CeC (Supplemental Fig. 2m–p). At more posterior positions (A/P: −1.3 to −1.6) labeled cell distributions are less defined; the CeC, CeL, and CeM are sparsely labeled aside from a strongly labeled dorsal *Drd2/Adora2a* population that appears to be contiguous with the striatum (Supplemental Fig. 2l, t, x). Interestingly, the posterior CeA, especially posterior CeL, which contains the densest labeling for *Crh, Nts, Sst, Prkcd*, and *Tac2*, is only sparsely labeled with *Drd1a* (Supplemental Fig. 2p,x and Fig. 2 m, n, q, r).

**Fig. 2:**
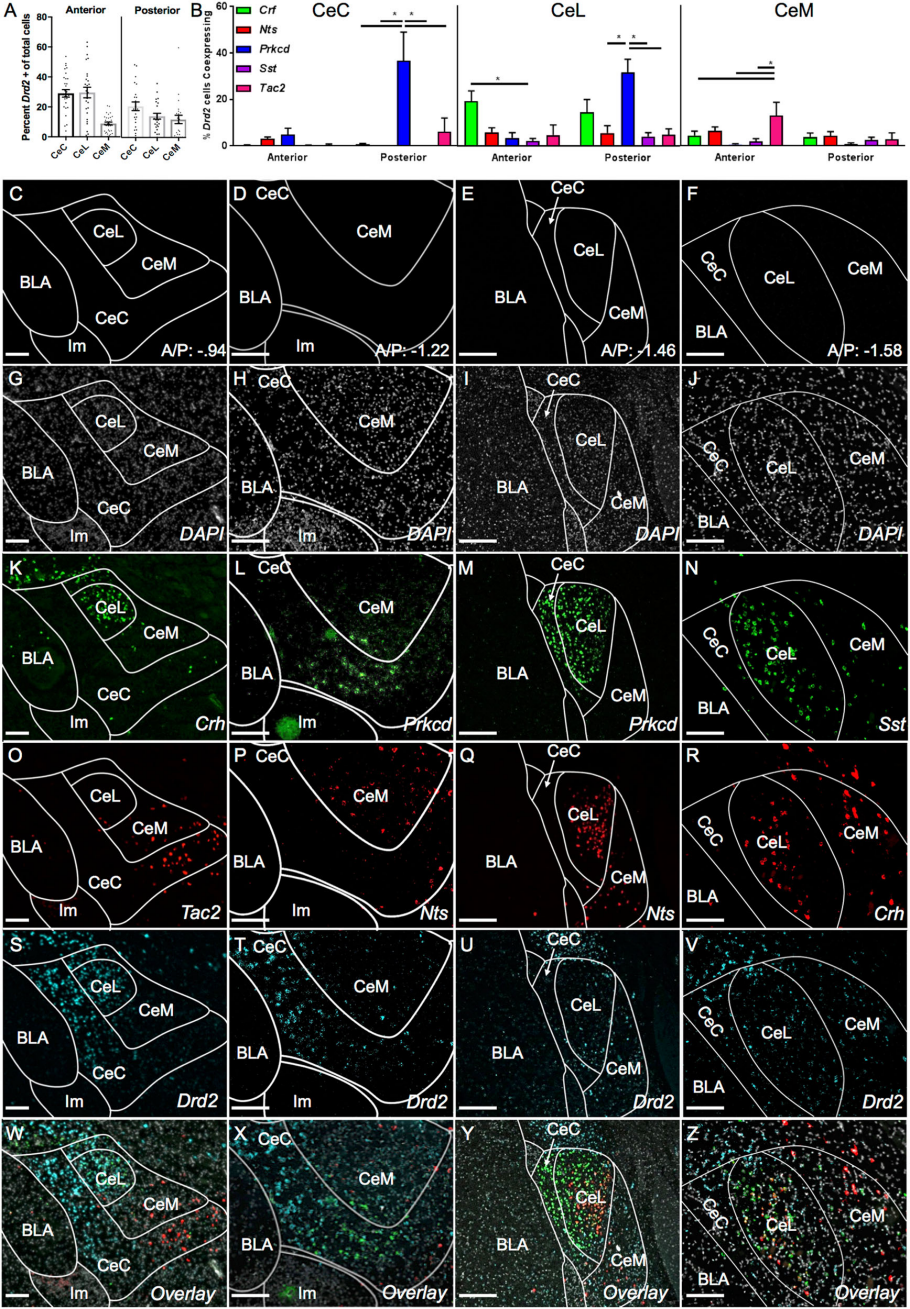
Co-localization of Drd2 with *Crh, Nts, Prkcd, Sst*, and *Tac2*. *Drd2* does not strongly co-express with any markers examined in anterior CeA. *Drd2* moderately co-expresses with *Prkcd* in posterior CeC and CeL. **a** Density of *Drd2* cell population across anterior and posterior CeA represented as a percentage of total DAPI-labeled cells. The strongest *Drd2* expression is found in anterior CeC and CeL. **b** Quantification of *Drd2* co-expression with different CeA markers at anterior and posterior positions as a percentage of total *Drd2* expressing cells (CeC: two-way ANOVA with anterior vs. posterior set as row factor (F(1,79) = 13.2), *p* = .0005) and individual RNAs set as column factor (F(4,79) = 16.19, *p* < .0001). Interaction (F(4,79) = 10.56, *p* < .0001) and Sidak’s multiple comparisons test within row: posterior: Crh vs. Prkcd *p* < .0001, Nts vs. Prkcd *p* < .0001, Sst vs. Prkcd *p* < .0001, and Tac2 vs. Prkcd *p* < .0001; CeL two-way ANOVA with anterior vs. posterior set as row factor (F(1,74) = 2.817), *p* = .0975) and individual RNAs set as column factor (F(4,74) = 5.288, *p* < .0008). Interaction (F(4,74) = 3.901, *p* < .0063) and Sidak’s multiple comparisons test within row: anterior: Crh vs. Sst *p* < .05, posterior: Nts vs. Prkcd *p* < .005, Sst vs. Prkcd *p* < .0005, Tac2 vs. Prkcd *p* < .05; CeM: two-way ANOVA with anterior vs. posterior set as row factor (F(1,77) = 3.024), *p* = .086) and individual RNAs set as column factor (F(4,77) = 2.578, *p* < .05). Interaction (F(4,77) = 1.456, *p* = .22) and Sidak’s multiple comparisons test within row: Posterior: Crh vs. Tac2 *p* < .04, Tac2 vs. Prkcd *p* < .005, Tac2 vs Sst *p* < .01). **c**–**f** Map of CeA at A/P: −0.94, −1.22, −1.46, and −1.58, respectively. **g**–**j** DAPI (Gray) expression in at A/P: −0.94, −1.22, −1.46, and −1.58, respectively. **k** *Crh* (Green) is found primarily in CeL at A/P: −.84. **l** *Prkcd* (Green) is found in a isolated population at the ventral aspect of the CeC at A/P −1.22. **m** *Prkcd* (Green) is densely expressed in CeC and CeL at A/P: −1.46. **n** *Sst* (Green) is densely expressed in CeL and more diffusely in CeM at A/P: −1.58. **o** (Red) *Tac2* is expressed in ventral CeC and CeM at A/P: −0.94. **p** *Nts* (Red) is expressed almost exclusively in CeM at A/P: −1.22. **q** *Nts* (Red) is expressed densely in CeL and diffusely in CeM at A/P: −1.46. **r** *Crh* (Red) is expressed densely in CeL and more diffusely in CeM at A/P: −1.58. **s** *Drd2* (Cyan) is expressed strongly in CeC and CeL and more weakly in CeM at A/P: −.82. **t** *Drd2* (Cyan) is expressed strongly in CeC and CeL and more weakly in CeM at A/P: −0.94. **u**, **v** *Drd2* (Cyan) is expressed more diffusely throughout CeA at A/P −1.46 and −1.58, respectively. **w**–**z** Overlay of **g**–**v**. BLA basolateral amygdala, CeC central capsular amygdala, CeL central lateral amygdala, CeM central medial amygdala, Main Intercalated Island: Im. Staining was quantified across *n* = 5 male mice with a minimum of *n* = 8 amygdala examined. Scale bar: **a**–**z** 100 μm

To statistically assess the extent to which the *Drd2* population overlaps with markers of other identified fear-related CeA populations, co-expression of *Drd2* with *Crh, Nts, Sst, Prkcd*, and *Tac2* was quantitatively assessed across the A/P axis of the CeA (Fig. 2a–z and Supplemental Fig. 3a–j). Anterior CeA was considered to be between −0.8 and −1.2 A/P while posterior CeA was considered as between −1.3 and −1.6. Posterior to approximately −1.6 was not examined, as the CeM is absent. Positive expression within a cell was visually scored as having five or more labeled puncta within twice the diameter of the nucleus. Single-labeled images were scored then identified nuclei were overlaid and counted for none, single and double labeling.

Within the anterior CeA, *Drd2* was not found to extensively co-express with any other population examined (Fig. 2b). Within the anterior CeL and CeM *Drd2* co-expressed significantly more with *Crh* and *Tac2* respectively compared to other markers, although total co-expression was low at 19.3% and 13.1% of *Drd2* positive cells co-localized with *Crh* and *Tac2*, respectively (Fig. 2c, g, k, o, s, w and Supplemental Fig. 3c and g). Within the posterior CeC and CeL, *Drd2* co-expressed more with *Prkcd* than any other marker (36.7% and 31.5% of *Drd2* cells in the CeC and CeL, respectively); however this represented a relatively low percentage of total *Prkcd* positive cells (13.9% and 10.1% of *Prkcd* positive cells in the CeC and CeL, respectively) (Supplemental Fig. 3B). Staining for *Prkcd* was found beginning in the anterior ventral CeC forming a contiguous population to a more dorsal position posteriorly where the traditionally reported CeC and CeL population is found (Fig. 2l, m).

### Chemogenetic activation of CeA *Drd2* neurons enhances fear expression

To determine the precise role of the *Drd2*-expressing population in fear extinction, we directly manipulated these neurons during extinction using designer receptors exclusively activated by designer drugs (DREADDs)^38^. Drd2-Cre mice and non-Cre-expressing littermate controls were bilaterally infected with a Cre-dependent Gs-coupled DREADD virus (Fig. 3a–c)^39,40^. Gs-DREADD expression was visualized through its mCherry tag (Fig. 3b, c). Three weeks following infection, mice were mildly fear conditioned with 5 CS/US (0.4 mA US foot shock) pairings to avoid ceiling effects (Fig. 3d). A non-significant trend towards increased freezing in the Drd2-Cre mice was found during conditioning (*p* = .094); if this represents a true finding it may have been caused by leakage of the Gs-DREADD; however, freezing during the final CS/US paring was very similar between both groups (*t*-test, *p* = .43), suggesting no differences in overall fear learning. Additionally, there is no difference between groups during Pre-CS period of fear conditioning or fear extinction, suggesting no differences in baseline fear (Supplemental Fig. 4a, b). Thirty minutes prior to the extinction session (15 CS), all mice were injected with CNO (1 mg/kg, i.p. in saline). Mice that expressed Cre-recombinase and thus expressed the Gs-DREADD in *Drd2* neurons exhibited significantly more freezing to the tone throughout the extinction session. Importantly, 24 h later, after a wash-out period when DREADDs were no longer active (previous research has shown that wash-out is 6–10 h^41–43^), Gs-DREADD expressing mice again displayed significantly increased freezing to the CS compared to controls during a 30 CS extinction retention session. The rate of extinction of both groups in the initial extinction session did not significantly differ, suggesting that the enhancement in freezing during the second extinction session was likely due to blockade of extinction consolidation.

**Fig. 3:**
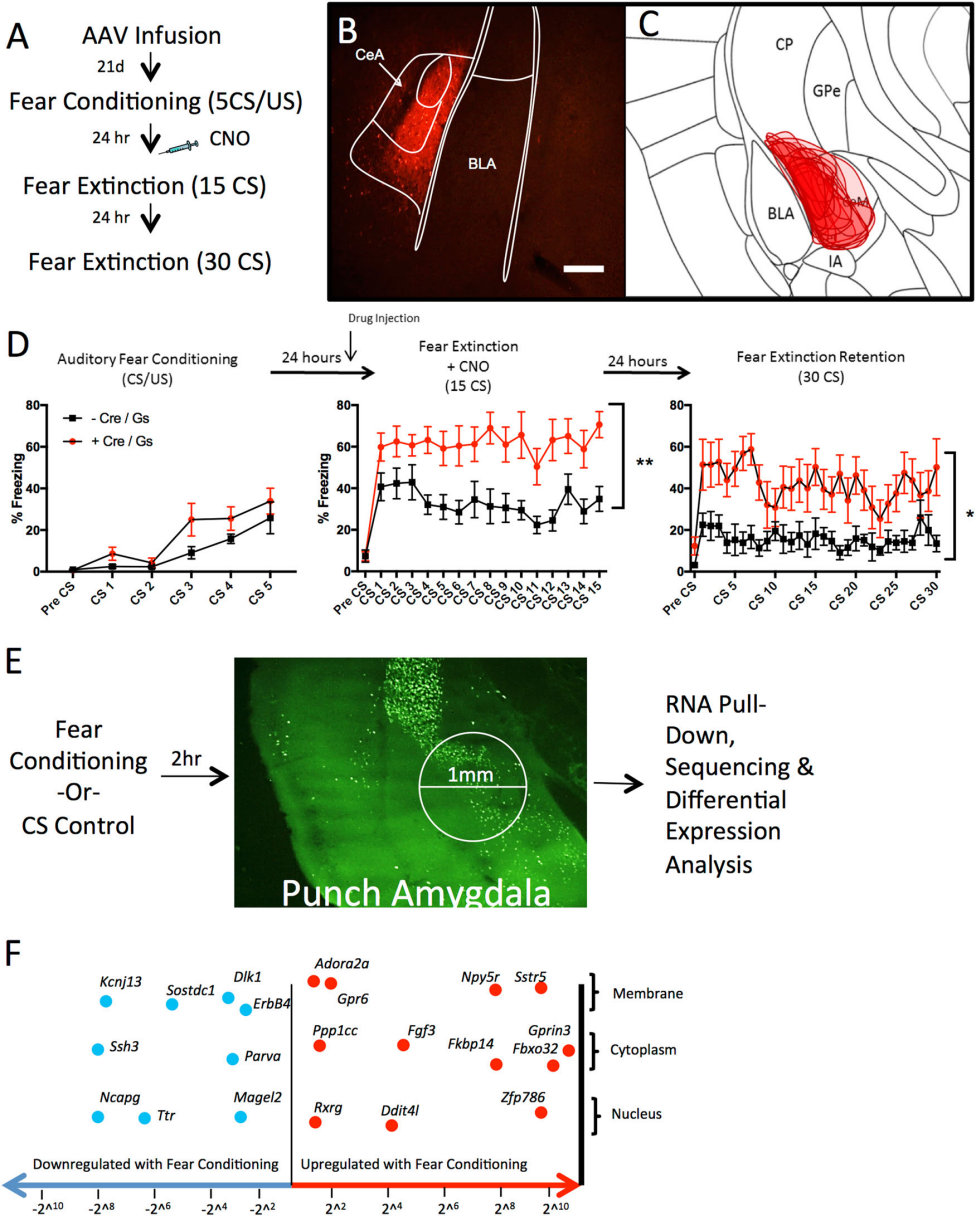
Cell-type-specific manipulation of and TRAP isolation from CeA *Drd2* population. **a** Schematic of experimental design. **b** Representative expression pattern of mCherry-tag expression in *Drd2* neurons of the amygdala. Scale bar: 200 μm. **c** Collapsed overlay of expression pattern of mCherry for Cre-expressing experimental animals. Expression is generally constrained to CeC and CeL with limited expression in CeM. **d** Mice were weakly fear conditioned to 5 CS/US pairings (6 kHz tone, 0.4 mA foot shock) (two-way RM ANOVA F(1,17) = 3.147, *p* = 0.094) (*n* = 9 DREADD and 10 Control, 1 mouse removed from DREADD group as significant outlier (Grubbs’ test)). Mice were injected i.p. with CNO 30 min prior to fear extinction session. Mice expressing Gs-DREADD-mCherry expressed significantly more fear during the entire extinction session than non-carrier controls (two-way RM ANOVA F(1,17) = 13.72, **p = 0.0018). Twenty-four hours later during the second extinction (retention) session mice expressing Gs-DREADD-mCherry expressed significantly more fear (two-way RM ANOVA F(1,17) = 11.29, *p = 0.0037). **e** Schematic of TRAP experiment. Animals were fear conditioned (5 CS/US, 0.65 mA foot shock) or exposed to training environment. Two hours later animals were sacrificed, 1 mm punches centered over CeA were taken and TRAP procedure was completed. **f** Selected differential expression results of fear conditioned vs. control animals with log-fold change on *x*-axis. Genes found to be downregulated following fear conditioning compared to controls (Blue, Leftward) include *Erbb4, Dlk1, Parva, Ssh3, Ttr*, and *Kcnj13*. Genes found to be upregulated following fear conditioning compared to controls (Red, Rightward) include *Adora2a, Gpr6, Ppp1cc, Rxrg, Fgf3, Npy5r, Sstr5, Fkbp14*, and *Gprin3*. BLA basolateral amygdala, CeC central capsular amygdala, CeL central lateral amygdala, CeM central medial amygdala, CP caudate putamen, GPe Globus Pallidus external, Intercalated Nuclei (IA). Scale bar: a–z 100 μm

### Characterization of dynamic mRNA changes in *Drd2* cells following fear conditioning

To further characterize the *Drd2-*expressing population, we next examined expression changes in *Drd2* neurons following fear conditioning. Actively translating transcripts were examined following fear conditioning based on the expectation that active translation at this time point predicting the direction of protein expression levels 24 h later prior to fear extinction. Additionally, we expected that modulation of molecular changes precipitated by fear learning may lead to decreased fear expression or enhanced extinction. To identify actively translating mRNA transcripts, TRAP protocol was utilized^30^. The *Drd2*-Cre mouse line was crossed with the floxed-stop-TRAP (B6.129S4-Gt(ROSA)26Sortm1(CAG-EGFP/Rpl10a,-birA)Wtp/J) line to generate a double transgenic line, *Drd2*-TRAP. Expression of the L10a-GFP transgene closely recapitulated our observed expression patterns of *Drd2* (Supplemental Fig. 5)^44–46^. Next, animals were either fear conditioned (5 CS/US tone-shock pairings with 0.5 s, 0.65 mA foot shock US) or exposed to the tone CS in the chamber in the absence of any US. Fear-conditioned animals exhibited expected increases in freezing responses to the CS (Supplemental Figure 6). Animals were then sacrificed 2 h following conditioning, micropunches centered over the CeA were collected, and TRAP was performed to obtain isolated mRNA from *Drd2* neurons (Fig. 3e). 

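Ribosome-bound RNA was sequenced from 3 libraries of fear conditioned mice (replicates 2, 3 and 4) and 2 libraries of control mice (replicates 6 and 7), each made from bilateral CeA punches pooled from 3 animals. The results text describes the controls as exposed to the tone without shock, while the methods write HC for this group, and the labels of the deposited data name home cage controls and a collection after extinction. The authors deposited 1 value per library for each of 15093 genes, in counts per 1000000 (CPM) of an effective library size, so that the values of a library sum to between 932938 and 1042030. All of the values (100%) are whole multiples of the value of 1 read in their library, and the reads on each gene were recovered from them. The recovered reads on genes numbered 21070588, 25022225 and 19988438 in fear conditioned replicates 2, 3 and 4 and 27937520 and 19605318 in control replicates 6 and 7, with medians of 21070588 in the fear conditioned group and 23771419 in the control group. The paper gives about 25000000 sequencing reads per sample, and the values here use the reads on genes. With these depths, 3 reads correspond to between 0.100 and 0.158 CPM, a floor that covers counting error only, since amplified reads are not independent molecules. In the 3 fear conditioned libraries 349, 263 and 159 genes were listed at 0, and in the control libraries 976 and 2681. Across genes, which are not independent replicates, Pearson's r of the log2 values was between 0.979 and 0.986 for the 3 pairs of fear conditioned libraries, 0.787 for the control pair, and between 0.826 and 0.911 for the 6 pairs across groups. Each pair of libraries differed by more than sampling noise (chi-square per degree of freedom of at least 36.9). The biological coefficient of variation, the spread between libraries beyond counting noise that edgeR estimates from the recovered reads, was 0.252 in the fear conditioned group and 1.19 in the control group. Fear conditioned and control libraries were compared with limma on log2(value + 1) for the 13560 genes with a mean value of at least 1, two-sided, with Benjamini-Hochberg adjustment. Fold changes on this scale understate the change of low genes.

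**Figure D1:**
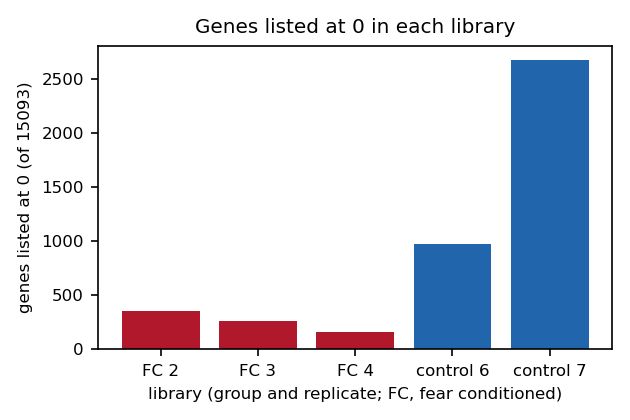
Number of genes listed at 0 in each library (y axis, out of 15093 genes) for the 3 fear conditioned (FC, red) and 2 control (blue) libraries. The bars reach 349, 263 and 159 genes in the fear conditioned libraries and 976 and 2681 in control replicates 6 and 7.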

High-quality RNA was retrieved from the TRAP protocol (RIN = 8.5–10). To verify the specificity of RNA pull-down, qPCR analysis of samples was performed to compare bound vs. unbound samples. Ribosomal subunit 18S was found at higher levels in the bound fraction compared to the unbound fraction, confirming enrichment for ribosomes (Supplemental Figure 7A). When expression levels of *Drd2* and *Drd1a* were compared in ribosomal bound and unbound fractions, the bound fraction had a large enrichment of *Drd2* vs. *Drd1a* transcripts when compared to the unbound fraction (Supplemental Figure 7B)^47,48^. Ribosomes specifically expressed in *Drd2* neurons were successfully pulled down and RNA collected from these pull-downs demonstrated expected characteristics of *Drd2* neurons; strong expression of *Drd2* and weak expression of *Drd1a*.

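In the sequenced ribosome-bound RNA, Drd2 (ENSMUSG00000032259) had values of 326, 375 and 555 CPM in the 3 fear conditioned libraries and 128 and 262 in the 2 control libraries. It ranked above between 88.7% and 98.4% of the listed genes of a library. Drd1a (ENSMUSG00000021478) had values of 34.0, 42.8 and 83.5 CPM in the fear conditioned libraries and 15.2 and 27.6 in the control libraries, above between 44.6% and 81.7% of the listed genes. The log2 ratio of Drd2 to Drd1a was 3.04 ± 0.28 (SD, n = 3 libraries) in the fear conditioned group and 3.16 ± 0.11 (SD, n = 2 libraries) in the control group, a difference smaller than the spread between libraries (exact permutation test, two-sided, p = 0.9, where 0.1 is the smallest p that 3 libraries against 2 allow). Over all 5 libraries the mean log2 ratio was 3.09, and it was 3.56 with both values divided by the deposited gene lengths. The gene with the most reads in each library was Penk (ENSMUSG00000045573), with 14864 ± 1258 CPM (SD, n = 3) in the fear conditioned group and 7352 ± 1773 (SD, n = 2) in the control group. The unbound fraction is not analysed here.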

Sequencing of RNA collected from *Drd2* neuron ribosomes revealed genes dynamically regulated following fear conditioning, many of which have been previously reported to be involved in fear and anxiety-like behaviors (Fig. 3f). 

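With limma, 0 of the 13560 genes tested passed an adjusted p of 0.05 together with an absolute log2 fold change of 0.5, and the smallest adjusted p was 0.197. At an unadjusted p under 0.05 there were 2280 genes, 1287 higher and 993 lower after fear conditioning. All 3 fear conditioned libraries lay on the same side of both control libraries for 4930 genes (36.4%), 2745 higher and 2185 lower. With equal spread in the groups chance gives 678 genes and 20%. In 10 simulations with no changed gene, drawn with each group's own spread, the medians were 2739 genes (from 2658 to 2855) and 38.6% (from 37.2% to 39.1%). Neither real number exceeded these. Both lay below every simulation, so the simulated spread was not matched to the real libraries and gives no exact number for no change. The 21 genes drawn in Fig. 3f all had the direction drawn there, and 19 of them had an unadjusted p under 0.05. The paper selected these genes on the same libraries, so neither count is independent evidence. The 12 genes drawn as upregulated had log2 fold changes between 1.50 and 4.18, and the 9 drawn as downregulated between -8.25 and -2.13. Ppp1cc (ENSMUSG00000004455) had 134 ± 39.4 CPM after fear conditioning (SD, n = 3) and 37.9 ± 10.7 in controls (SD, n = 2), a log2 fold change of 1.78 (standard error 0.34), but its reads could be split with those of its paralogs Ppp1ca and Ppp1cb. For 6 of the upregulated genes, Npy5r, Sstr5, Fkbp14, Gprin3, Fbxo32 and Zfp786, both control libraries held 3 reads or fewer. Gprin3 (ENSMUSG00000045441) had 177, 647 and 435 reads in the fear conditioned libraries and 0 in both control libraries. Against the floor of 3 reads this is at least 147-fold higher. Here and below such a bound covers counting error only, not drop-out of transcripts in a library. Ttr (ENSMUSG00000061808) had 0.522, 22.1 and 0.348 CPM after fear conditioning and 913 and 1320 in controls, a log2 fold change of -8.25 (standard error 1.24, adjusted p = 0.197, limma with Benjamini-Hochberg adjustment). Parva (ENSMUSG00000030770) had a log2 fold change of -2.13 (standard error 0.33). Kcnj13 (ENSMUSG00000079436) had 0, 1 and 1 reads after fear conditioning and 335 and 110 in controls, at least 61.2-fold lower against the floor. Ttr and Kcnj13 are choroid plexus genes. RNA from choroid plexus in the control libraries is a candidate explanation for their fall. Ncapg (ENSMUSG00000015880) had 934 reads in control replicate 7 and 0 in control replicate 6, so its log2 fold change of -2.72 (standard error 1.54) rests on 1 library. From the genes in Fig. 3f, the paper states that genes were dynamically regulated following fear conditioning and that many of them had earlier reported roles in fear and anxiety-like behaviors.

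**Figure D2:**
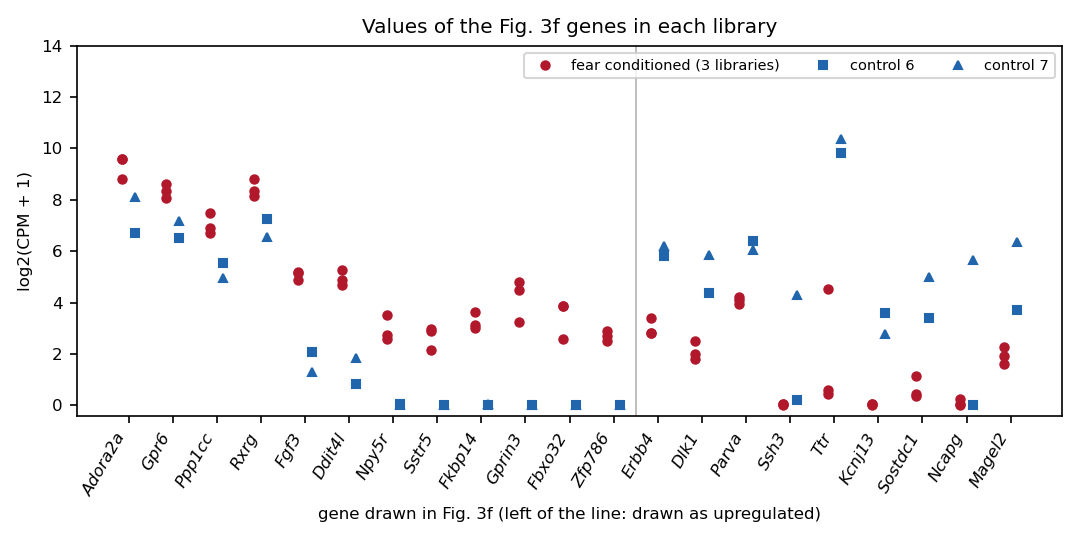
Values of the 21 genes drawn in Fig. 3f, as log2(CPM + 1) on the y axis, in each of the 3 fear conditioned libraries (red circles) and in control replicates 6 (blue squares) and 7 (blue triangles). The first 12 genes are drawn as upregulated in Fig. 3f, and for 6 of them both control libraries lie near 0.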

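On the recovered reads, tests built for counts were applied with the same cutoffs, a choice made after the values were seen to be whole multiples of 1 read. edgeR's quasi-likelihood test called 0 of 14489 genes, with 2404 genes at an unadjusted p under 0.05. limma voom also called 0 of 14489 genes, with 2543 at an unadjusted p under 0.05. DESeq2 called 1128 genes, 556 higher and 572 lower after fear conditioning, and edgeR's likelihood ratio test called 1115, 751 higher and 364 lower. In the simulations above with no changed gene and each group's own spread, they called medians of 1604 and 1386 genes. A call by either test therefore does not by itself mark a changed gene. Both control libraries held 3 reads or fewer in 241 of the 556 genes that DESeq2 called higher and in 570 of the 751 that the likelihood ratio test called higher.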

False discovery rate (FDR) adjusted *p*-values were calculated and FDR of 5% and fold-change of 2^0.5^ cutoffs were set (full list of differentially expressed genes is in Supplemental Table 1). Using the Mouse Gene Atlas dataset, initial analysis using Enrichr confirms amygdala specificity of pull-down and gene change (Supplemental Table 2)^49^. Further enrichment analysis using Jensen Compartments dataset confirms neuronal specificity of pull down and gene change (Supplemental Table 3). Consistent with activity dependent gene changes, MetaCore Gene Ontology Processes identifies neuronal developmental and adenylate cyclase-related processes as highly significantly recruited by fear conditioning (Fig. 4a). MetaCore Gene Ontology Diseases identifies Schizophrenia and nervous system diseases as gene categories most related to gene changes in *Drd2* neurons (Fig. 4b). Interestingly, gene set enrichment analysis (GSEA) identified gene group differences in the entire RNA-seq dataset as most concordantly similar, but in the opposite direction to two gene data sets identified in hippocampus and mPFC of humanized 22q11.2 deletion model of Schizophrenia (Supplemental Figure 8)^50,51^. This is informative for interpreting the enrichment of our top FDR-significant genes with Schizophrenia disease set by MetaCore. Weighted network analysis was completed to examine differential expression of *Drd2* genes in the context of human PTSD. 

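Of the 122 genes drawn in the network of Fig. 4c, 50 drawn as upregulated and 69 drawn as downregulated were matched to the deposited table by symbol or synonym. All of the matched genes had the direction drawn in the figure, which is no independent evidence, since the paper selected them on the same libraries. Their log2 fold changes ranged from 1.41 to 4.18 for the upregulated genes (median 2.58) and from -8.25 to -1.22 for the downregulated genes (median -1.96). limma gave 116 of them an unadjusted p under 0.05 and none an adjusted p under 0.05 over all genes tested (from 0.197 to 0.414). Adjusted over the list alone, 116 fell under 0.05, but the list was selected by the paper on the same libraries. With the recovered reads, DESeq2 called 118 of the matched genes and edgeR's likelihood ratio test 116, while edgeR's quasi-likelihood test and limma voom called 0. In 27 of the 50 upregulated genes both control libraries held 3 reads or fewer. The weights of the network's links are not analysed here.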

Using GeneMANIA Cytoscape, differentially expressed transcripts were mapped into a self-organizing weighted network, where all of the genes were interlinked at multiple levels (co-expression, physical interactions, common pathway) (Fig. 4c)^52–54^. Overall gene network analysis reveals that differentially regulated genes are primarily co-expressed and are part of common ontologies without belonging to a single dominant pathway. To identify potential targets for pharmacological manipulation, differentially expressed genes were examined for the availability of agonists or antagonists using MetaCore Drugs for Drug targets tool (Supplemental Table 4). Finally, potential drug targets were examined in the literature for being high quality, blood–brain barrier penetrant, agonists or antagonists. Using this identification approach, inclusive of our *a priori* interest in *Adora2a* among other potential *Drd2*-neuron-specific genes (identified above), *Npy5r*, and *Rxrg* were selected for further pharmacological examination^53,55–57^. Additional markers found to be modulated with fear learning that may be of further interest also include *Sst5r, Fgf3, Erbb4, Gpr6, Fkbp14, Dlk1*, and *Ssh3*^58–65^.

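Of the further genes named, 3 were higher from a low level in controls. The bounds given here are against the floor of 3 reads and do not cover drop-out of transcripts. Sstr5 (ENSMUSG00000050824) had 135, 165 and 70 reads after fear conditioning and 0 in both control libraries, at least 43.2-fold higher. Fkbp14 (ENSMUSG00000038074) had 243, 170 and 155 reads after fear conditioning and 0 and 1 in controls, at least 67.9-fold higher. Fgf3 (ENSMUSG00000031074) had 32.6 ± 3.79 CPM after fear conditioning (SD, n = 3) and 2.32 ± 1.20 in controls (SD, n = 2), a log2 fold change of 3.38 (standard error 0.49). Gpr6 (ENSMUSG00000046922) had 326 ± 62.5 CPM after fear conditioning (SD, n = 3) and 116 ± 36.2 in controls (SD, n = 2), a log2 fold change of 1.50 (standard error 0.29). Erbb4 (ENSMUSG00000062209) fell from 64.2 ± 11.7 CPM in controls (SD, n = 2) to 7.25 ± 2.11 after fear conditioning (SD, n = 3), a log2 fold change of -3.0 (standard error 0.44). Dlk1 (ENSMUSG00000040856) had 4.69, 3.00 and 2.53 CPM after fear conditioning and 19.8 and 57.0 in controls, a log2 fold change of -3.01 (standard error 0.64). Ssh3 (ENSMUSG00000034616) had 1, 1 and 0 reads after fear conditioning, and 5 and 351 reads in control replicates 6 and 7, at least 67.3-fold lower on the mean of the control libraries, which rests on control replicate 7. All 3 fear conditioned libraries lay on the same side of both control libraries for each of these 7 genes, which the paper had selected on the same libraries. The adjusted p was 0.197 for 6 of them and 0.381 for Ssh3 (limma with Benjamini-Hochberg adjustment).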

**Fig. 4:**
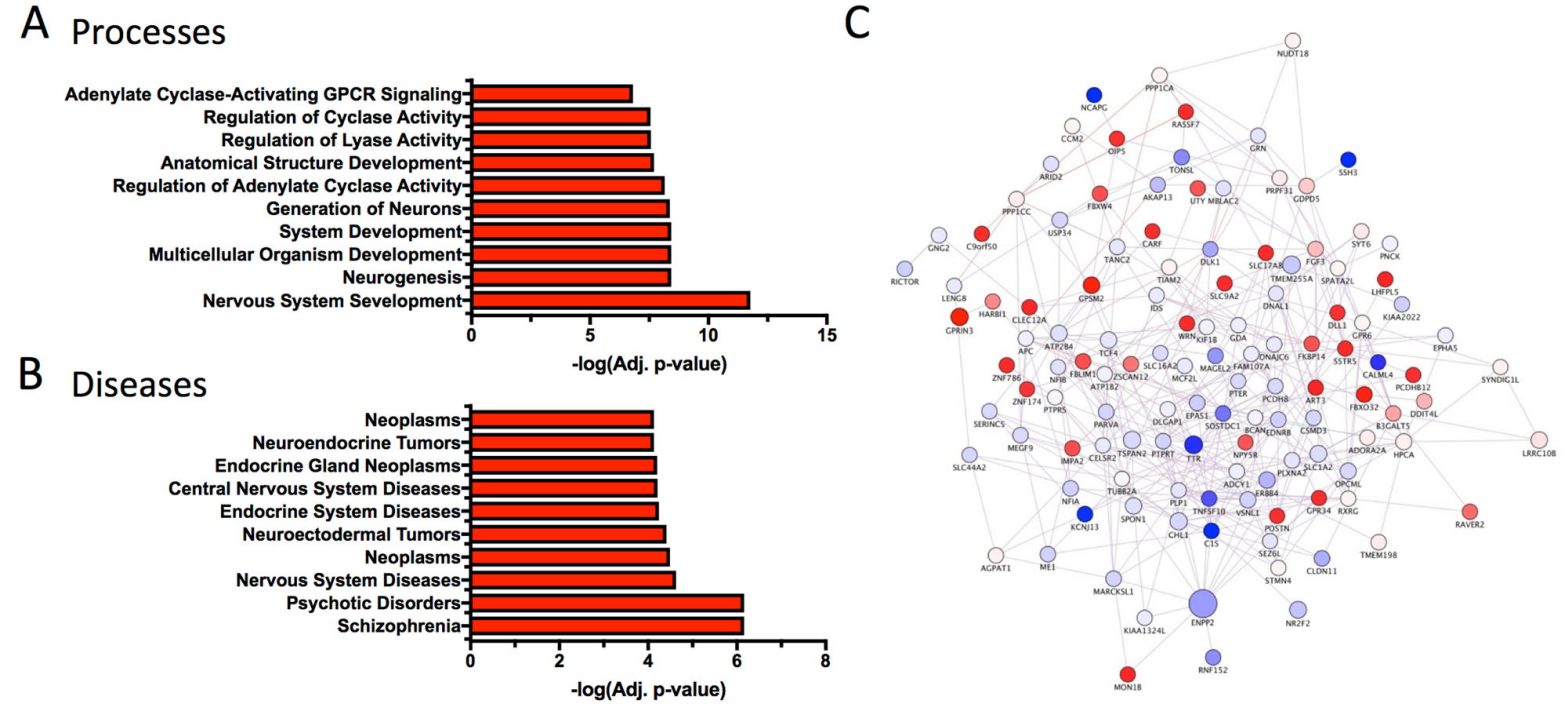
Bioinformatic analysis of differentially expressed genes in *Drd2* population following fear conditioning. **a** Enrichment analysis for the MetaCore Gene Ontology Processes identifies highly significant processes related to gene changes in *Drd2* neurons. **b** Enrichment analysis for the MetaCore Gene Ontology Diseases identifies highly significant diseases related to gene changes in *Drd2* neurons. **c** Weighted Network of genetically annotated transcripts showing differential gene expression. Differentially expressed transcripts were analyzed with the GeneMania Cytoscape plug-in using the default setting, but without extending the network with additional nodes. Genes that were not connected with others are not represented. The node size represents the −log(FDR-adjusted *p*-value), while the intensity of the color represents logFC (red nodes denote upregulation in FC, while blue nodes denote downregulation). The between-nodes edges represent relationships, the color of the edges represent the type of the relationship (76.5% co-expression in purple, 22% physical interactions in pink, 1.5% common pathway interactions in light blue), and the thickness of the edges denotes weight (i.e., strength of the pairwise relationship)

Based upon the altered translational activity in *Drd2* neurons following fear conditioning, one potential route to enhance fear extinction is to pharmacologically manipulate the activity of the identified translated protein products. ADORA2A, NPY5R, and RXR were chosen as potential targets for pharmacological modulation of fear extinction, as they were robustly differentially expressed in the *Drd2* fear-regulating neuronal population, and they have well-understood mechanisms of action, making them attractive targets for pharmacological manipulation of fear extinction.

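Adora2a (ENSMUSG00000020178) had 453, 771 and 775 CPM in the 3 fear conditioned libraries (666 ± 185, SD, n = 3) and 105 and 275 in the 2 control libraries (190.0 ± 121, SD, n = 2). Its log2 fold change was 1.92 (standard error 0.47, adjusted p = 0.200, limma with Benjamini-Hochberg adjustment). Rxrg (ENSMUSG00000015843) had 282, 319 and 447 CPM after fear conditioning and 151.9 and 91.6 in controls, a log2 fold change of 1.53 (standard error 0.32, adjusted p = 0.197 from the same limma fit). Npy5r (ENSMUSG00000044014) had 106, 135 and 211 reads after fear conditioning and 1 and 0 in controls. Against the floor of 3 reads this is at least 54.5-fold higher, a bound that does not cover drop-out in the control libraries. All 3 fear conditioned libraries were above both control libraries for each of the 3 genes (exact permutation test, two-sided, p = 0.1, the smallest p that 3 libraries against 2 allow). The paper chose Npy5r and Rxrg from changes in the same libraries, and Adora2a also by prior interest. With each library left out in turn, the log2 fold change stayed between 1.23 and 2.62 for Adora2a and between 1.17 and 1.89 for Rxrg. On the recovered reads, a test chosen after the values were seen, DESeq2, gave adjusted p values of 0.0129 for Adora2a, 0.00243 for Rxrg and 0.000112 for Npy5r. edgeR's likelihood ratio test also called all 3, while its quasi-likelihood test and limma voom called 0 genes on the same reads. In simulations with no changed gene and each group's own spread, DESeq2 called a median of 1604 genes and the likelihood ratio test 1386. The adjusted p values of DESeq2 may thus be too small here.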

### Manipulation of ADORA2A, NPY5R, and RXR recapitulates the role of *Drd2* neurons in fear behavior

Agonists and antagonists targeting ADORA2A, NPY5R, and RXR receptors were chosen based on prior studies from the literature (Fig. 5a)^66^. *Adora2a* was an attractive candidate for further inquiry and was chosen for initial characterization based on a number of reasons: (1) it has previously been shown to almost entirely co-express with *Drd2* (Fig. 1g–l) within the amygdala, and (2) several pharmacological agents targeting ADORA2A are currently in clinical trials or have been approved for use in humans^67,68^. The highly selective ADORA2A antagonist, Istradefylline, is selective for ADORA2A over ADORA1 with a Ki of 2.2 and 150 nM, respectively^69,70^.

**Fig. 5:**
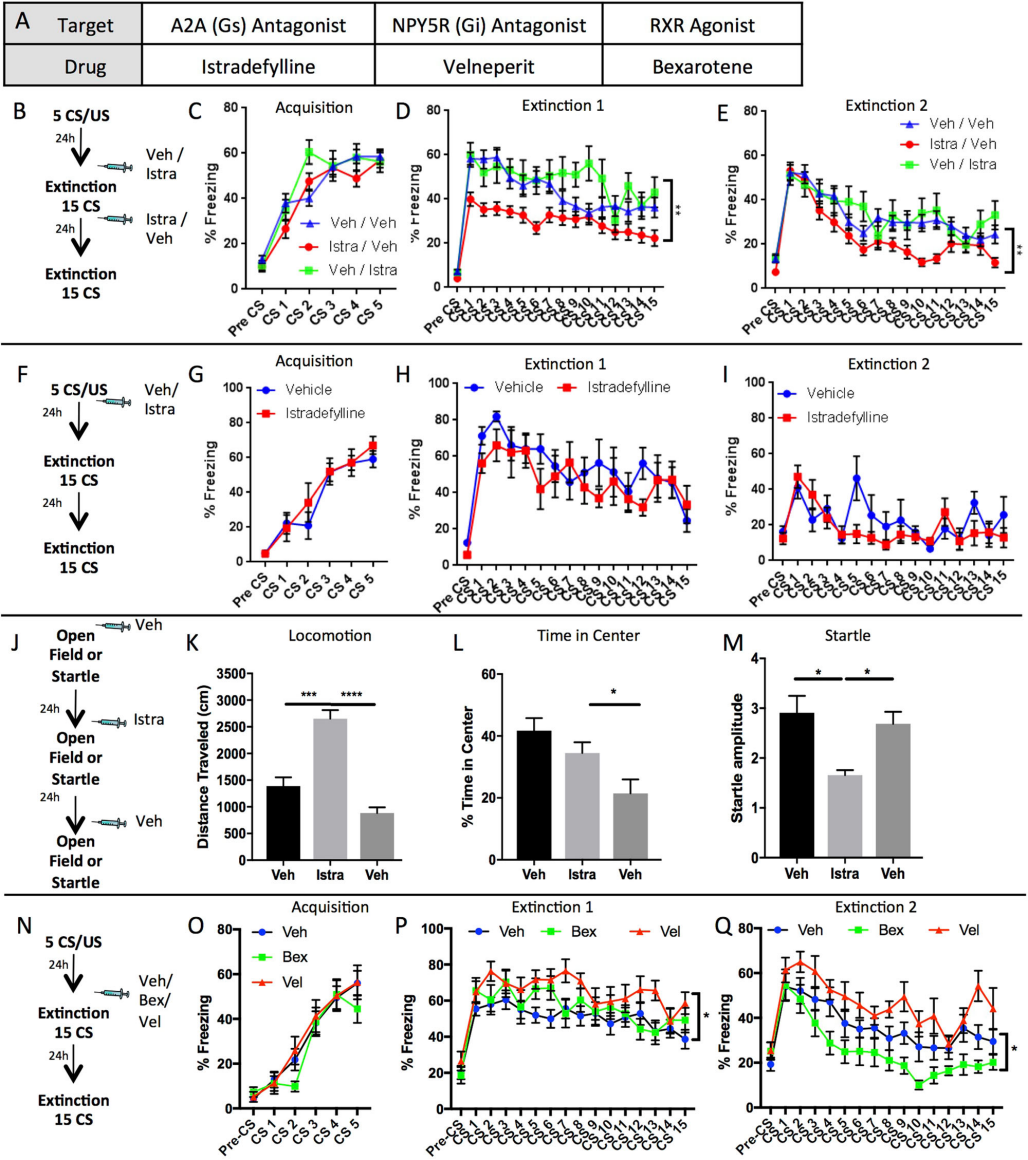
Pharmacological manipulation of ADORA2A, NPY5R, and RXR during behavior. *Adora2a, Npy5r*, and *Rxrg* were found to be increased following fear conditioning; therefore, the effect of pharmacological manipulation of ADORA2A, NPY5R, and RXR during fear extinction was examined to assess their utility as potential enhancers of exposure therapy. **a** List of pharmacological agents used, their targets and the effects of binding to target. **b** Schematic of experimental design for examination of ADORA2A antagonism by Istradefylline prior to or following fear extinction. **c** Three groups of animals were fear conditioned (5 CS/US, 0.65 mA foot shock). **d** Pre-extinction injection of Istradefylline (Istra/Veh group) causes significant decrease in freezing compared to vehicle injected controls (*n* = I/V 30, V/I 14, V/V 38) (two-way RM ANOVA F(2,71) = 10.26, *p* < .0001; Tukey’s multiple comparisons: I/V vs. V/I *p* = .0005, I/V vs. V/V *p* = .0017, V/I vs. V/V *p* = .517). **e** Animals that previously received Istradefylline prior to fear extinction (Istra/Veh) continue to express less freezing 24 h later during second extinction session (retention) compared to vehicle controls (Veh/Veh) and those that received Istradefylline following extinction (Veh/Istra) (two-way RM ANOVA F(2,69) = 5.381 (two animals removed b/c injuries from fighting, one from V/V, and one from I/V), *p* < .01; Tukey’s multiple comparisons: I/V vs. V/I *p* = .0236, I/V vs. V/V *p* = .0181, V/I vs. V/V *p* = .8988). **f** Schematic of experimental design for examination of the effect of ADORA2A antagonism following fear conditioning. **g** Two groups of mice were fear conditioned (5 CS/US, 0.65 mA foot shock) (*n* = 6 Veh, 6 Istra). **h** No effect of prior Istrafedylline treatment following fear conditioning was detected during first (two-way RM ANOVA F(1,10) = 1.22, *p* > .05) or **(i)** second extinction session (two-way RM ANOVA F(1,10) = 0.88, *p* > .05). **j** Schematic for experimental design of examination of effect of Istradefylline on locomotion, center-time, and acoustic startle. **k** Pre-session administration of vehicle (Veh) or Istradefylline (Istra). Day 2 Istradefylline treatment caused acute increase in distance traveled compared to day 1 vehicle that returned to baseline on day 3 with vehicle administration test (*n* = 6) (RM ANOVA F(1.443,8.656) = 60.77, *p* < .0001; Tukey’s Multiple Comparisons: Veh (D1) vs Istra *p* = .0009, Veh (D1) vs. Veh (D3) *p* = .0984, Veh (D3) vs. Istra *p* < .0001). **l** Pre-session administration of vehicle (Veh) or isradefylline (Istra). Day 2 Istradefylline treatment did not cause changes in anxiety-like behavior (time in center). Day 3 Veh did have reduced time in center compared to Day 2 Istra; however, this is likely due to habituation (*n* = 6) (RM ANOVA F(1.542, 9.253) = 6.602, *p* < .05; Tukey’s Multiple Comparisons Test Veh (D1) vs Istra *p* = .4570, Veh (D1) vs. Veh (D3), *p* = .0577, Veh (D3) vs. Istra, *p* = .0440). **m** Pre-session administration of vehicle (Veh) or isradefylline (Istra). Day 2 treatment with Istradefylline caused a decreased acoustic startle amplitude that did not persist into Day 3 vehicle treatment (*n* = 6) (RM ANOVA F(1.794,16.14) = 8.203, *p* = .0043; Tukey’s Multiple Comparisons Test Veh (D1) vs Istra, *p* = .0205, Veh (D1) vs. Veh (D3), *p* = .7924, Veh (D3) vs. Istra *p* = .0111)). **n** Schematic for experimental design of examination of effects of Venelperit and Bexarotene. **o** Cohorts of mice were fear conditioned (5 CS/US, 0.65 mA foot shock) (*n* = 20 Veh, 12 Vel, 12 Bex), no differences between groups was detected. **p** Pre-extinction injection of Velneperit caused increased freezing when compared to vehicle group. No difference between Bexarotene and vehicle group was detected (two-way RM ANOVA, F (2,41) = 3.325, *p* < .05, Dunnett’s Multiple Comparisons Test: Veh vs. Bex, *p* = .5712, Veh vs. Vel, *p* = .0255). **q** The next day, 24 h later, during a second extinction session, significant main effect of treatment was detected (two-way RM ANOVA, F (2,41) = 8.52, *p* < .001). Injection of Velneperit prior to first extinction session did not cause significant changes in behavior compared to vehicle; however, prior injection of Bexarotene caused a significant reduction in freezing (Dunnett’s Multiple Comparisons Test: Veh vs. Bex, *p* = .0148, Veh vs. Vel, *p* = .1491)

To examine the effect of ADORA2A antagonism on fear extinction three cohorts of mice were fear conditioned (5 CS/US, 0.65 mA foot shock) (Fig. 5b, c). Twenty-four hours following fear conditioning, and 30 min prior to fear extinction, mice were injected with Istradefylline (3 mg/kg^71^) (group I/V) or vehicle (10% DMSO, 1% NP-40 in saline i.p.) (groups V/V and V/I) (Fig. 5b). Additionally, immediately following fear extinction (15 CS) mice were injected with Istradefylline (3 mg/kg) (group V/I) or vehicle (groups I/V and V/V). Injection of Istradefylline, but not vehicle prior to fear extinction (15 CS, Extinction 1) greatly decreased freezing during extinction training when drug was on-board (Fig. 5d). Twenty-four hours later, following drug clearance, mice that had previously been injected with Istradefylline prior to fear extinction, but not those injected following it, expressed significantly less freezing during a second extinction session (15CS, Extinction 2) (Fig. 5e). Replication data in a separate cohort of mice may be found in Supplemental Figure 9. These data suggest that blockade of ADORA2A during fear extinction, but not during extinction consolidation, is sufficient to enhance fear extinction learning.

To further examine the role of ADORA2A in fear consolidation, a separate cohort of mice was fear conditioned (5 CS/US, 0.65 mA) and given injections of Istradefylline (3 mg/kg, i.p.) or vehicle directly following the fear conditioning training session (5 CS/US, 0.65 mA foot shock), (Fig. 5f, g). During subsequent extinction sessions, 24 and 48 h later, no significant effect of ADORA2A blockade on fear consolidation was detected (Fig. 5h, i).

Istradefylline is a potential drug treatment for Parkinson’s disease, thus it is possible that locomotor effects obscured the effects of drug on fear behavior; therefore, two separate cohorts of mice were tested for locomotor and anxiety-like behaviors in an open field, and acoustic startle responses on consecutive days (Fig. 5j). Injection of Istradefylline (3 mg/kg) but not vehicle significantly increased the distance traveled in the open field; however 24 h later the distance traveled had returned to pre-treatment levels (Fig. 5k). Importantly, increased distance traveled was not accompanied by any anxiogenic or anxiolytic effects in the open field (Fig. 5l). Decreased time in center across days is likely due to habituation to the chamber context. Finally, Istradefylline acutely decreased baseline acoustic startle; however this effect was not present 24 h later when startle amplitude returned to pre-treatment levels (Fig. 5m). Together, these data suggest that the effects of Istradefylline in enhancing extinction retention tested 24 h after drug administration are unlikely the result of alterations in locomotion or effects on anxiety-like behavior, per se.

NPY5R and RXR were additional identified targets that were examined for pharmacological enhancement of fear extinction. Velneperit antagonizes NPY5R, while Bexarotene is a RXR agonist (Fig. 5a, n). Three cohorts of animals were fear conditioned (5 CS/US, 0.65 mA foot shock) (Fig. 5o). Twenty-four hours later, 90 min prior to fear extinction (15 CS), animals were given injections of Velneperit (NPY5R Antagonist, 100 mg/kg^72–74^), Bexarotene (RXR agonist, 50 mg/kg^57^) or vehicle (DMSO). Animals treated with Velneperit (NPY5R antagonist) expressed significantly more freezing than animals injected with vehicle. No differences between Bexarotene injected and vehicle injected groups were detected (Fig. 5p). 24 h later during a second extinction session (15 CS) in the absence of any drug, no difference between Velneperit and vehicle groups was detected. During the same test session animals previously treated with Bexarotene prior to the first extinction session expressed significantly reduced freezing compared with controls (Fig. 5q). Replication data may be found in Supplemental Figure 10. These pharmacological agents predictably affected fear extinction learning in a manner consistent with our hypothesized role for the *Drd2* population being a fear-supporting population whose activation or inhibition is sufficient to modulate fear. Antagonizing G_αs_-coupled ADORA2A dramatically decreased fear expression, as would be expected by decreasing activity of a fear-supporting population. In contrast, antagonizing G_αi_-coupled NPY5R increased fear expression as would be expected by decreasing inhibition of (increasing activity of) a fear-supporting population. Activation of RXR may act to generally enhance extinction consolidation as observed with Bexarotene treatment, although the mechanism by which this may occur is unclear as RXRs are nuclear hormone receptors with a variety of binding partners^75^.

### Dynamic regulation of *Drd2* after fear extinction

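In the TRAP libraries Drd2 had 418 ± 120 CPM after fear conditioning (SD, n = 3 libraries) and 195 ± 94.3 in controls (SD, n = 2). The log2 fold change was 1.15 (standard error 0.38), with an adjusted p of 0.239 and an unadjusted p of 0.0229 from limma with Benjamini-Hochberg adjustment. The lowest fear conditioned library was above the highest control library (exact permutation test, two-sided, p = 0.1, the smallest p possible with 3 libraries against 2). Without control replicate 6 the log2 fold change was 0.64, and without control replicate 7 it was 1.66. DESeq2 on the recovered reads gave a log2 fold change of 1.06 and an adjusted p of 0.132.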

*Drd2* expression was not significantly changed after fear conditioning in the above reported TRAP study; however, the literature suggests that D2R is involved in the control and consolidation of fear and extinction learning. Therefore, the dynamic regulation of *Drd2* was examined after fear extinction. Two groups (FC 1 and FC 30) of animals were fear conditioned (5 CS/US, 0.65 mA foot shock) (Supplemental Figure 11A). 24 h later three groups received differing CS exposures; FC30 received 30 CS presentations; FC1 received 1 CS presentation and remained in the chamber for the remainder of the session; HC30 received exposure to 30 CS presentations with no previous training experience (Supplemental Figure 11B). A home cage (HC) control group was also included. Each cohort of mice was sacrificed 2 h following extinction training, RNA was isolated from 1 mm micropunch centered over the CeA, and *Drd2* expression levels were examined via qPCR. *Drd2* mRNA expression was significantly increased in the extinction group (FC30) when compared to all other groups and no significant change from HC was found in either HC30 or FC1 groups (Supplemental Figure 11C). These data suggest that dynamic regulation of *Drd2* may be involved in the consolidation of fear extinction, potentially increasing inhibition of this population through G_αi_ coupled D2 receptors. This dynamic regulation with fear extinction consolidation is consistent with our findings of differential modulation of extinction learning with targeted *Drd2*-cell-type-specific pharmacological approaches.

## Discussion

The present study: (1) examined the distribution and co-expression of *Drd2* with *Drd1a, Adora2a, Crh, Nts, Sst, Prkcd*, and *Tac2* across the A/P axis; (2) identified *Drd2* expressing neurons as a fear-supporting population through direct chemogenetic manipulation; (3) characterized cell-type-specific translational changes following fear conditioning and identified many dynamically regulated genes including *Adora2a, Npy5r, Rxrg, Sst5r, Fgf3, Erbb4, Fkbp14, Dlk1*, and *Ssh3*; and finally, (4) pharmacologically manipulated ADORA2A, NPY5R, and RXR to assess their viability as potential *Drd2* cell-type-specific targets for pharmacological enhancement of fear extinction.

The identification of a fear-supporting population in the CeC is consistent with previous findings that the CeC specifically receives input from the fear promoting prelimbic cortex as well as other anxiety and pain related areas^76,77^. Our findings of strong co-expression of *Drd2* and *Adora2a* but not *Drd1a* are consistent with findings in other regions^48^. Interestingly, we found lower co-expression of *Drd2* with *Prkcd* in the posterior CeL compared to reports by De Bundel et al. and in the anterior CeC compared to reports by Kim et al.^19,78^. The former instance is explained by De Bundel’s use of a Drd2::GFP reporter mouse; reporter mice may strongly express a transgene in cells that only express lower levels of the native transcript and thus were below our detection criteria. Likewise, discrepancies with Kim et al. are likely due to our use of stricter criteria for positive expression. In either case, data from both reports support our findings of *Drd2* as a fear-supporting population. Another interesting discrepancy between our data and those reported by Kim et al. is that we found less *Drd1a* expression in the posterior CeL. This is remarkable because the posterior CeL contains the densest *Crh, Nts, Sst, Prkcd*, and *Tac2*, populations that were reported to correspond with *Drd1a* neurons in this area. This discrepancy may again be due to our more strict criteria for positively expressing cells.

Overall, the presented behavioral data are remarkably consistent across experiments. Manipulation of the *Drd2* neuronal population either through Gs–DREADD, or the inhibition of ADORA2A (G_αs_) or NPY5R (G_αi_), drives fear expression in directions consistent with this being a fear supporting population. ADORA2a is known to be co-expressed with D2R and these receptors have been shown to have opposing actions, suggesting that both receptors may be viable candidates for modulation of a single sub-population^48,79^. An important consideration is that drugs were administered systemically, thus making it impossible to claim that effects were mediated exclusively through receptors found in the CeA. However, as the goal of this line of research is to identify potentially clinically relevant targets for enhancement of therapy, it is advantageous to test candidates as they would be used in the clinic, that is, systemically and prior to exposure therapy.

The finding of an acute increase in locomotion with global A_2A_R antagonism is consistent with reports in the literature and is expected because manipulation of the indirect pathway is a common treatment for Parkinson’s Disease^27,79^. Additionally, locomotor effects observed with the ADORA2A antagonist closely mirror results observed from direct DREADD manipulation of *Adora2a* neurons^80^. The transience of locomotor effects as well as the absence of effects on anxiety-like behavior suggest that changes in freezing during subsequent testing are due to effects on learning and are not the result of locomotor changes. These results are also consistent with reports that ADORA2A antagonism with SCH58261 results in deficits in contextual fear conditioning^81^.

Profiling changes in actively translating RNAs using TRAP protocols provides a unique window into the acute responses of these neurons to a learning event. We sought to identify transcripts that were differentially regulated following fear learning, so that changes in protein activity might be pharmacologically opposed at a later time point; during fear extinction. There are several other important time points to compare including prior to and following fear extinction, which will be important subjects for future investigation. Additionally, although tone-alone control was the best available control condition to address gene expression differences as a function of tone-shock learning, additional controls such as shock alone or unpaired tone-shock may yield important information about the specificity off this manipulation to associative learning.

Bioinformatic analysis of TRAP-seq data emphatically confirms specificity of pull-down to amygdala neurons. Network analysis reveals that identified differentially expressed genes are primarily co-expressed. Although genes do not to a great extent belong to a single pathway, they are part of common ontologies suggesting domains of proteins that may be valuable to interrogate in the future. Several genes including *Adora2a, Sst5r, Npy5r, Fgf3*, and *Erbb4*, have been directly implicated in or are in well-established signaling pathways implicated in the control of fear learning. Others genes such as *Rxrg, Gpr6, Fkbp14, Parva, Dlk1*, and *Ssh3* have not been studied in the context of fear biology, but may provide valuable insights upon further investigation. Interestingly, several of these genes, most prominently *Adora2a* and *SstR5*, have been implicated in human anxiety disorders^82,83^.

Data presented here identifies potential pharmacological enhancers of extinction by leveraging cell-type-specific techniques in a fear-controlling population. This approach represents a potential avenue for predicting novel targets for the modulation of emotional learning, generating more specific and effective treatments for psychiatric disorders such as PTSD.

## Methods

### Animals

C57BL/6J mice were obtained from Jackson Laboratories (Bar Harbor, ME). B6.FVB(Cg)-Tg(Drd2-Cre)ER43Gsat/Mmucd mice were obtained from the MMRRC and produced as part of the GENSAT BAC Transgenic Project. Rosa26 fs-TRAP (B6.129S4-Gt(ROSA)26Sortm1(CAG-EGFP/Rpl10a,-birA)Wtp/J) mice were obtained from Jackson Laboratories. *Drd2*-TRAP mice were generated by crossing *Drd2*-Cre and Rosa26 fs-TRAP lines. All mice were adult (8–12 weeks) at the time of behavioral training. All mice were group housed and maintained on a 12 h:12 h light: dark cycle. Mice were housed in a temperature-controlled colony and given unrestricted access to food and water. All procedures conformed to National Institutes of Health guidelines and were approved by Emory University Institutional Animal Care and use Committee. Animal numbers were calculated using G*Power 3 software using previous experiments to inform expected means and standard deviations for expected large and medium effect sizes for chemogenetic and pharmacological manipulations, respectively. Animals were assigned to groups based upon genotype or randomized to treatment. Experimenter was blinded to genotype of animals. Blinding to drug administration was not possible; however, animal IDs were coded during data analysis.

### Surgical procedures

Mice were deeply anesthetized with a Ketamine/Dexdormitor (medetomidine) mixture and their heads fixed into a stereotaxic instrument (Kopf Instruments). Stereotaxic coordinates were identified from Paxinos and Franklin^84^ and heads were leveled using lambda and bregma. For viral delivery (Fig. 3), a 10 μl microsyringe (Hamilton) was lowered to coordinates just above CeA (A/P −1.2, M/L ± 3.0, D/V −4.8) and 0.5 μl of AAV_5_-hSyn-DIO-rM3D(Gs)-mCherry (UNC Viral Vector Core) was infused at 0.1 μl/min using a microsyringe pump. After infusion, syringes remained in place for 15 min before being slowly withdrawn. After bilateral infusion, incisions were sutured closed using nylon monofilament (Ethicon). For all surgeries, body temperature was maintained using a heating pad. After completion of surgery, anesthesia was reversed using Antisedan (atipamezole) and mice were allowed to recover on heating pads.

### Drug administration

Clozapine-*N*-Oxide (Sigma) was diluted in sterile saline and administered at 1 mg/kg i.p. 30 min prior to behavioral testing. Istradefylline (Tocris # 5417) was dissolved in DMSO and diluted to 10% DMSO, 1% NP-40 in sterile saline immediately prior to i.p. administration at 3 mg/kg. Velneperit (MEdChem Express #342577-38-2) has very low solubility in water, thus it was dissolved in pure DMSO prior to injection and injected at 100 mg/kg in 0.03 ml using an insulin syringe. Bexarotene (Tocris # 5819) also has limited solubility in water, thus it was dissolved in pure DMSO prior to injection and injected i.p. at 50 mg/kg in a volume of 0.03 ml using an insulin syringe. Control animals received equal volumes of vehicle. These volumes of pure DMSO have been previously tested and validated to cause no adverse health effects in adult mice.

### Behavioral assays

#### Auditory cue-dependent fear conditioning

Mice were habituated to fear-conditioning chambers (Med Associates Inc., St Albans, VT) for 10 min each of 2 days prior to fear conditioning. Mice were conditioned to five tones (30 s, 6 kHz, 65–70 db) co-terminating with a 1 s foot shock (0.65 mA, 1 mA for *Drd2* expression experiment, or 0.4 mA for mild conditioning).

#### Auditory cue-dependent extinction

Cue-dependent fear extinction was tested 24 h after fear conditioning and extinction retention occurred 24 h after fear expression. For extinction, mice were placed in a novel context with a different olfactory cue, lighting and flooring and exposed to 15 or 30  tones (30 s, 6 kHz, 65–70 db) with an inter-trial-interval of 60 s. Freezing was measured using Freeze View software (Coulbourn Instruments Inc., Whitehall, PA).

#### Open Field

Open field chambers (Med Associates) were placed in a dimly lit room. Mice were placed in the chamber for 10 min and allowed to explore.

#### Brain collection following behavior for qPCR analysis of Drd2

Examination of changes in *Drd2* expression following behavioral experiments included four groups: (1) a Home Cage (HC) control group that remained undisturbed in their home cage throughout the experiment; (2) the primary experimental group (FC30), which received fear conditioning and extinction (30 CS) as described above; (3) a tone-alone control group (HC30) that remained in the home cage during training but was exposed to the same 30 tone presentations as the FC30 group in the extinction context; (4) a conditioned control group (FC1) that was fear conditioned as in the FC30 group but only exposed to one tone 24 h later. Brains were extracted 2 h after fear extinction or tone exposure. Brains from HC control animals were also extracted during this time.

#### Real-time PCR

RNA was reverse transcribed using SuperScript 4 (Invitrogen). Quantitative PCR was performed on cDNA with each sample run in triplicate technical replicates. Reactions contained 12 μl Taqman Gene Expression Master Mix (Applied Biosystems), 1 μl of forward and reverse primer, 1 μl of 5 ng/μl cDNA, and 6 μl water. Primers were proprietary FAM-labeled probes from Life Technologies. Quantification of qPCR was performed on Applied Biosystems 7500 Real-Time PCR System. Cycling parameters were 10 min at 95 °C, 40 cycles of amplification of 15 s at 95 °C and 60 s at 60 °C, and a dissociation step of 15 s 95 °C, 60 s at 60 °C, 15 s 95 °C. Fold changes were calculated as ΔΔCT values normalized to levels of GAPDH or 18S mRNA. Values presented as fold change ± s.e.m.

#### RNA-seq library preparation

Libraries were generated from 1 ng of Total RNA using the SMARTer HV kit (Clonetech), barcoding and sequencing primers were added using NexteraXT DNA kit. Libraries were validated by microelectrophoresis, quantified, pooled and clustered on Illumina TruSeq v3 flowcell. Clustered flowcell was sequenced on an Illumina HiSeq 1000 in 50-base paired end reactions. Approximately 25 million sequencing reads were collected per sample.

#### Analysis of RNA-sequencing data

RNA-sequencing data was analyzed using Tuxedo DESeq analysis software. Differential expression between HC and FC groups were obtained and used for further analysis. Using the *q* value of <0.05 as a cutoff, only highly significant returns were used for further analysis. To ensure that genes had a large enough difference in expression to warrant pharmacological manipulation, only those with differences in expression greater than 2^0.5^ or ~141% were considered.

#### Bioinformatics

Enrichment analysis for Mouse Gene Atlas dataset and Jensen Compartments, was performed with Enrichr^49^.

Enrichment analysis for Gene Ontology Processes and Diseases was performed using MetaCore (Clarivate) Gene Set Enrichment Analysis was used to identify gene with concordant directional effects^51^. Weighted gene network analysis was performed using GeneMania at the default setting^52^. Network data are presented in Dataset Fig. 4c and Supplemental Tables 2 and 3 and were visualized in Cytoscape^85^ and presented in Fig. 4. Next using the MetaCore “Drugs for Drug targets” ‘Drug Gene Interaction Database’ (http://www.dgidb.org/) returns were examined for having a known pharmacological agent that modifies its activity. Genes lacking viable pharmacological modulators were eliminated. Sequencing data including fasq files available through the NCBI gene expression omnibus accession number GSE114784.

#### Translating ribosome affinity purification (TRAP)

TRAP procedure was completed as described in Heintz and colleagues^30^. Adult *Drd2*-TRAP mice were anesthetized; their brains removed and snap-frozen. Bilateral 1 mm punches were collected and pooled from three animals per sample (*n* = 2 (HC) and *n* = 3 (FC)). Messenger RNA was isolated from eGFP-tagged ribosomes, as described in ref. ^30^. RNA was assessed for quality using the Bioanalyzer Pico (Agilent, Santa Clara, CA). All samples returned RINs (RNA Integrity Numbers) of 8.5 or greater.

### Statistics

Statistical analyses were performed using Prism 6 or 7 by Graph Pad. All data is presented as mean + /- s.e.m. Homogeneity of variances was tested using the Bartlett’s test. Fear extinction experiments were examined using a repeated-measures ANOVA with drug as the between-subjects factor and tone presentation as the within subject factor. Open field activity or acoustic startle for Istrafefylline experiments was compared using a repeated measures ANOVA and a Tukey’s multiple comparisons analysis. For qPCR delta delta CTs of data were compared by Student’s *t*-test between bound and unbound fractions. For all tests statistical significance was set at *p* < .05. For quantification of FISH RNA-Scope results, numbers of expressing verses co-expressing cells were compared non-paprametric using Mann–Whitney’s test. Outliers were tested for using Grubb’s Outlier test, only 1 significant outlier was removed (noted in figure legend).

#### FISH - RNAscope staining

For in situ analysis of *Drd2* co-localization of different amygdala markers adult male C57BL/6J mice were obtained from Jackson Laboratories. All mice were sacrificed at the same time.

Staining for RNA of interest was accomplished using RNA Scope Fluorescent Multiplex 2.5 labeling kit (ACD Bio). Probes utilized for staining are: mm-Nts-C1, mm-Nts-C2, mm-Tac2-C2, mm-Sst-C1, mm-Sst-C2, mm-Crh-C1, mm, Prkcd-C1, mm-Prkcd-C3, mm-Drd2-C3, mm-Dkk3-C1, mm-Drd1a-C2, and mm-Adora2a-C1. Brains were extracted and snap-frozen in methyl-butane on dry ice. Sections were taken at a width of 16 µm. RNAscope procedures were completed to manufacturers’ specifications (ACD Bio).

#### Quantitative in situ analysis

Tissue was obtained and stained from each of five adult male mice. Amygdalae were analyzed bilaterally for each pair of in situ probes leading to a minimum of *n* = 8 amygdala analyzed for each probe combination. Cells were identified as expressing an mRNA when five or the equivalent area of five or more fluorescent puncta could be identified within twice the diameter of the nucleus centered over the nucleus.

#### Image acquisition

Images were acquired with the experimenter blinded to the probes used. 16-bit images of staining were acquired on a Leica SP8 confocal microscope using a ×10, ×20, or ×40 objective. Images for Figs. 1a–f and 4b, e were acquired using a Zeiss Imager a1 with a ×2 or ×4 objective. Within a sample, images used for quantification were acquired with identical settings for laser power, detector gain, and amplifier offset. Images were acquired as a z-stack of 10 steps of 0.5 µm each. Max intensity projections were then created and analyzed.

## Electronic supplementary material

Supplemental Figure 1

Supplemental Figure 2

Supplemental Figure 3

Supplemental Figure 4

Supplemental Figure 5

Supplemental Figure 6

Supplemental Figure 7

Supplemental Figure 8

Supplemental Figure 9

Supplemental Figure 10

Supplemental Figure 11

Supplemental Table 1

Supplemental Tables 2 and 3

Supplemental Table 4a

Supplemental Table 4b

Supplemental Table 4c

Supplemental Table 4d

Supplemental Figure Legends

## References

[1] Davis M, Walker DL, Myers KM (2003). Role of the amygdala in fear extinction measured with potentiated startle. Ann. N. Y. Acad. Sci..

[2] Pare D, Quirk GJ, Ledoux JE (2004). New vistas on amygdala networks in conditioned fear. J. Neurophysiol..

[3] McDONALD AJ (1982). Cytoarchitecture of the central amygdaloid nucleus of the rat. J. Comp. Neurol..

[4] Hitchcock JM, Sananes CB, Davis M (1989). Sensitization of the startle reflex by footshock: blockade by lesions of the central nucleus of the amygdala or its efferent pathway to the brainstem. Behav. Neurosci..

[5] Ciocchi S (2010). Encoding of conditioned fear in central amygdala inhibitory circuits. Nature.

[6] McCullough K, Morrison F, Ressler K (2016). Bridging the gap: towards a cell-type specific understanding of neural circuits underlying fear behaviors. Neurobiol. Learn. Mem..

[7] Haubensak W (2010). Genetic dissection of an amygdala microcircuit that gates conditioned fear. Nature.

[8] Andero R, Dias BG, Ressler KJ (2014). A role for Tac2, NkB, and Nk3 receptor in normal and dysregulated fear memory consolidation. Neuron.

[9] Li H (2013). Experience-dependent modification of a central amygdala fear circuit. Nat. Neurosci..

[10] McCall JG (2015). CRH engagement of the locus coeruleus noradrenergic system mediates stress-induced anxiety. Neuron.

[11] Myers KM, Davis M (2007). Mechanisms of fear extinction. Mol. Psychiatry.

[12] Maren S, Fanselow MS (1996). The amygdala and fear conditioning: has the nut been cracked?. Neuron.

[13] Maren S, Holmes A (2016). Stress and fear extinction. Neuropsychopharmacology.

[14] Rothbaum BO (2014). A randomized, double-blind evaluation of D-cycloserine or alprazolam combined with virtual reality exposure therapy for posttraumatic stress disorder in Iraq and Afghanistan War veterans. Am. J. Psychiatry.

[15] McDONALD AJ (2003). Is there an amygdala and how far does it extend?. Ann. N. Y. Acad. Sci..

[16] Smith Y, Bevan M, Shink E, Bolam J (1998). Microcircuitry of the direct and indirect pathways of the basal ganglia. Neuroscience.

[17] Pollack AE (2001). Anatomy, physiology, and pharmacology of the basal ganglia. Neurol. Clin..

[18] Fadok JP (2017). A competitive inhibitory circuit for selection of active and passive fear responses. Nature.

[19] Kim J, Zhang X, Muralidhar S, LeBlanc SA, Tonegawa S (2017). Basolateral to central amygdala neural circuits for appetitive behaviors. Neuron.

[20] Han S, Soleiman MT, Soden ME, Zweifel LS, Palmiter RD (2015). Elucidating an affective pain circuit that creates a threat memory. Cell.

[21] de la Mora MP, Gallegos-Cari A, Arizmendi-García Y, Marcellino D, Fuxe K (2010). Role of dopamine receptor mechanisms in the amygdaloid modulation of fear and anxiety: structural and functional analysis. Prog. Neurobiol..

[22] Abraham AD, Neve KA, Lattal KM (2014). Dopamine and extinction: a convergence of theory with fear and reward circuitry. Neurobiol. Learn. Mem..

[23] Fernández RS, Boccia MM, Pedreira ME (2016). The fate of memory: reconsolidation and the case of prediction error. Neurosci. Biobehav. Rev..

[24] Li L (2016). The association between genetic variants in the dopaminergic system and posttraumatic stress disorder: a meta-analysis. Medicine.

[25] Barch, D. M., Pagliaccio, D. & Luking, K. *Behavioral Neuroscience of Motivation* 411–449 (Springer International Publishing, Switzerland, 2016).

[26] Lenka A, Arumugham SS, Christopher R, Pal PK (2016). Genetic substrates of psychosis in patients with Parkinson’s disease: a critical review. J. Neurol. Sci..

[27] Ponnusamy R, Nissim HA, Barad M (2005). Systemic blockade of D2-like dopamine receptors facilitates extinction of conditioned fear in mice. Learn. Mem..

[28] Mora DeLa (2012). Distribution of dopamine D2-like receptors in the rat amygdala and their role in the modulation of unconditioned fear and anxiety. Neuroscience.

[29] Guarraci FA, Frohardt RJ, Falls WA, Kapp BS (2000). The effects of intra-amygdaloid infusions of a D_2_ dopamine receptor antagonist on Pavlovian fear conditioning. Behav. Neurosci..

[30] Heiman M, Kulicke R, Fenster RJ, Greengard P, Heintz N (2014). Cell type–specific mRNA purification by translating ribosome affinity purification (TRAP). Nat. Protoc..

[31] Heiman M (2008). A translational profiling approach for the molecular characterization of CNS cell types. Cell.

[32] Sunkin SM (2012). Allen Brain Atlas: an integrated spatio-temporal portal for exploring the central nervous system. Nucleic Acids Res..

[33] Paxinos G (2013). Paxinos and Franklin’s the Mouse Brain in Stereotaxic Coordinates.

[34] McCullough KM (2016). Molecular characterization of Thy1 expressing fear-inhibiting neurons within the basolateral amygdala. Nat. Commun..

[35] Mo A (2015). Epigenomic signatures of neuronal diversity in the mammalian brain. Neuron.

[36] Bourgeais L, Gauriau C, Bernard JF (2001). Projections from the nociceptive area of the central nucleus of the amygdala to the forebrain: a PHA-L study in the rat. Eur. J. Neurosci..

[37] Yu K, Garcia da Silva P, Albeanu DF, Li B (2016). Central amygdala somatostatin neurons gate passive and active defensive behaviors. J. Neurosci..

[38] Rogan SC, Roth BL (2011). Remote control of neuronal signaling. Pharmacol. Rev..

[39] Maze I (2014). G9a influences neuronal subtype specification in striatum. Nat. Neurosci..

[40] Lobo MK (2013). ΔFosB induction in striatal medium spiny neuron subtypes in response to chronic pharmacological, emotional, and optogenetic stimuli. J. Neurosci..

[41] Wess J, Nakajima K, Jain S (2013). Novel designer receptors to probe GPCR signaling and physiology. Trends Pharmacol. Sci..

[42] Guettier JM (2009). A chemical-genetic approach to study G protein regulation of beta cell function in vivo. Proc. Natl Acad. Sci. USA.

[43] Alexander GM (2009). Remote control of neuronal activity in transgenic mice expressing evolved G protein-coupled receptors. Neuron.

[44] Gangarossa G (2013). Spatial distribution of D1R- and D2R-expressing medium-sized spiny neurons differs along the rostro-caudal axis of the mouse dorsal striatum. Front. Neural Circuits.

[45] Gangarossa G (2012). Characterization of dopamine D1 and D2 receptor-expressing neurons in the mouse hippocampus. Hippocampus.

[46] Gong S (2007). Targeting Cre recombinase to specific neuron populations with bacterial artificial chromosome constructs. J. Neurosci..

[47] Le Moine C, Bloch B (1995). D1 and D2 dopamine receptor gene expression in the rat striatum: sensitive cRNA probes demonstrate prominent segregation of D1 and D2 mRNAs in distinct neuronal populations of the dorsal and ventral striatum. J. Comp. Neurol..

[48] Oude-Ophuis RJ, Boender AJ, van Rozen R, Adan RA (2014). Cannabinoid, melanocortin and opioid receptor expression on DRD1 and DRD2 subpopulations in rat striatum. Front. Neuroanat..

[49] Chen EY (2013). Enrichr: interactive and collaborative HTML5 gene list enrichment analysis tool. BMC Bioinformatics.

[50] Stark KL (2008). Altered brain microRNA biogenesis contributes to phenotypic deficits in a 22q11-deletion mouse model. Nat. Genet..

[51] Subramanian A (2005). Gene set enrichment analysis: a knowledge-based approach for interpreting genome-wide expression profiles. Proc. Natl Acad. Sci. USA.

[52] Warde-Farley D (2010). The GeneMANIA prediction server: biological network integration for gene prioritization and predicting gene function. Nucleic Acids Res..

[53] Mouro FM (2017). Chronic and acute adenosine A2A receptor blockade prevents long-term episodic memory disruption caused by acute cannabinoid CB1 receptor activation. Neuropharmacology.

[54] Kramer A, Green J, Pollard J, Tugendreich S (2014). Causal analysis approaches in ingenuity pathway analysis. Bioinformatics.

[55] Yukioka H (2010). [A potent and selective neuropeptide Y Y5-receptor antagonist, S-2367, as an anti-obesity agent]. *Nihon yakurigaku zasshi*. Folia Pharmacol. Jpn..

[56] Bhat SP, Sharma A (2017). Current drug targets in obesity pharmacotherapy - a review. Curr. Drug. Targets.

[57] Wang S, Wen P, Wood S (2016). Effect of LXR/RXR agonism on brain and CSF Abeta40 levels in rats. F1000Res..

[58] Faron-Górecka A (2016). Chronic mild stress alters the somatostatin receptors in the rat brain. Psychopharmacology.

[59] Wolff SB (2014). Amygdala interneuron subtypes control fear learning through disinhibition. Nature.

[60] Graham B, Richardson R (2011). Memory of fearful events: the role of fibroblast growth factor-2 in fear acquisition and extinction. Neuroscience.

[61] Lu Y (2014). Maintenance of GABAergic activity by neuregulin 1-ErbB4 in amygdala for fear memory. Neuron.

[62] Alavi MS, Shamsizadeh A, Azhdari-Zarmehri H, Roohbakhsh A (2018). Orphan G protein-coupled receptors: the role in CNS disorders. Biomed. Pharmacother..

[63] Criado-Marrero M (2017). Dynamic expression of FKBP5 in the medial prefrontal cortex regulates resiliency to conditioned fear. Learn. Mem..

[64] Sargin D (2013). Disrupting Jagged1-Notch signaling impairs spatial memory formation in adult mice. Neurobiol. Learn. Mem..

[65] Sun XM, Tu WQ, Shi YW, Xue L, Zhao H (2014). Female-dependent impaired fear memory of adult rats induced by maternal separation, and screening of possible related genes in the hippocampal CA1. Behav. Brain. Res..

[66] Jacobson KA, Gao ZG (2006). Adenosine receptors as therapeutic targets. Nat. Rev. Drug. Discov..

[67] Berlacher M, Mastouri R, Philips S, Skaar TC, Kreutz RP (2017). Common genetic polymorphisms of adenosine A2A receptor do not influence response to regadenoson. Pharmacogenomics.

[68] Oertel W, Schulz JB (2016). Current and experimental treatments of Parkinson disease: a guide for neuroscientists. J. Neurochem..

[69] Shimada J (1997). Adenosine A2A antagonists with potent anti-cataleptic activity. Bioorg. Med. Chem. Lett..

[70] Shiozaki S (1999). Actions of adenosine A2A receptor antagonist KW-6002 on drug-induced catalepsy and hypokinesia caused by reserpine or MPTP. Psychopharmacology.

[71] Bleickardt, C. J., LaShomb, A. L., Merkel, C. E. & Hodgson, R. A. Adenosine A(2A) receptor antagonists do not disrupt rodent prepulse inhibition: an improved side effect profile in the treatment of Parkinson’s disease. *Parkinsons Dis.***2012** 591094 (2012).10.1155/2012/591094PMC323648522191072

[72] Yukioka, H. et al. A potent and selective neuropeptide Y Y5 receptor antagonist, S-2367, attenuates the development of diet-induced obesity in mice. In *NAASO 2006 Annual Scientific Meeting*. Boston, Massachusetts, 2006.

[73] Shimazaki A, Tanioka H, Yokota Y, Yukioka H, Hara S, Hanasaki K. Role of Energy Expenditure in the Antiobesity Effect of Neuropeptide Y Y5 Receptor Antagonist S-2367 in Diet-Induced Obese Mice. 2007. In: The Obesity Society's 2007 Annual Scientific Meeting. New Orleans, Louisiana: Shionogi.

[74] Yulyaningsih E, Zhang L, Herzog H, Sainsbury A (2011). NPY receptors as potential targets for anti‐obesity drug development. Br. J. Pharmacol..

[75] Dawson MI, Xia Z (2012). The retinoid X receptors and their ligands. Biochim. Biophys. Acta.

[76] Missig G (2014). Parabrachial nucleus (PBn) pituitary adenylate cyclase activating polypeptide (PACAP) signaling in the amygdala: implication for the sensory and behavioral effects of pain. Neuropharmacology.

[77] McDonald AJ, Mascagni F, Guo L (1996). Projections of the medial and lateral prefrontal cortices to the amygdala: a Phaseolus vulgaris leucoagglutinin study in the rat. Neuroscience.

[78] De Bundel D (2016). Dopamine D2 receptors gate generalization of conditioned threat responses through mTORC1 signaling in the extended amygdala. Mol. Psychiatry.

[79] Aoyama S, Kase H, Borrelli E (2000). Rescue of locomotor impairment in dopamine D2 receptor-deficient mice by an adenosine A2A receptor antagonist. J. Neurosci..

[80] Farrell MS (2013). A Galphas DREADD mouse for selective modulation of cAMP production in striatopallidal neurons. Neuropsychopharmacology.

[81] Simoes AP (2016). Adenosine A2A receptors in the amygdala control synaptic plasticity and contextual fear memory. Neuropsychopharmacology.

[82] Saus E (2010). Comprehensive copy number variant (CNV) analysis of neuronal pathways genes in psychiatric disorders identifies rare variants within patients. J. Psychiatr. Res..

[83] Hohoff C (2010). Adenosine A(2A) receptor gene: evidence for association of risk variants with panic disorder and anxious personality. J. Psychiatr. Res..

[84] Paxinos, G. & Franklin, K. B. The mouse brain in stereotaxic coordinates. (Gulf professional publishing, 2004).

[85] Montojo J (2010). GeneMANIA Cytoscape plugin: fast gene function predictions on the desktop.. Bioinformatics.

# Supplementary material for: Cell-type-specific interrogation of CeA Drd2 neurons to identify targets for pharmacological modulation of fear extinction
**Source:** Transl Psychiatry. 2018 Aug 22;8:164. doi: 10.1038/s41398-018-0190-y
**Supplement:** Supplementary file 18 — Supplemental Figure Legends

**Supplemental Figure 1. Quantification of Co-Localization among *Drd2, Adora2,* and *Drd1a* across A/P axis of CeA**

Co-localization among *Drd1a, Drd2,* and *Adora2a* was quantified in the CeA male mice. Expression of *Adora2a* and *Drd2* extensively co-localized with 97.56% of *Adora2a* positive cells also expressing *Drd2* and 97.16% of *Drd2* expressing cells also expressing *Adora2a. Drd1a* expression did not co-localize extensively with *Drd2* or *Adora2a* (1.4% and .90% of cells respectively) (n=5 amygdala from different mice).

**Supplemental Figure 2. Distribution of *Drd2, Adora2,* and *Drd1a* across A/P axis of CeA**

The *Drd2/Adora2a* population is heavily represented in anterior CeC and CeL, while *Drd1a* is strongly represented in anterior CeL and CeM. Neither population is found at high levels in posterior CeA. **A-D.** Map of CeA at A/P: -.82, -1.0, -1.2, and -1.6 respectively. **E-H.** DAPI (Grey) expression at A/P: -.82, -1.0, -1.2, and -1.6. **I-L.** *Adora2a* (Green)expression at A/P: -.82, -1.0, -1.2, and -1.6. *Adora2a* is strongly expressed in anterior CeC and CeL (-8.2 to -1.2) but not in posterior CeA (-1.6). **M-P.** *Drd1a* (Red)expression at A/P: -.82, -1.0, -1.2, and -1.6. *Drd1a* is strongly expressed in anterior CeL and CeM (-8.2 to -1.2) but not in posterior CeA (-1.6). **Q-T.** *Drd2* (Cyan) expression at A/P: -.82, -1.0, -1.2, and -1.6. *Drd2* is strongly expressed in anterior CeC and CeL (-8.2 to -1.2) but not in posterior CeA (-1.6). **U-X.** Merge of channels. *Drd2* and *Adora2a* form a single co-expressing population found primarily in anterior CeC and CeL that does not co-express with *Drd1a*, which is found primarily in anterior CeL and CeM. Abbreviations used: BLA: Basolateral Amygdala, CeC: Central Capsular Amygdala, CeL: Central Lateral Amygdala, CeM: Central Medial Amygdala, Main Intercalated Island: Im. Scale Bar: A-X 200 um.

**Supplemental Figure 3. Quantification of Co-expression of *Drd2* with *Prkcd, Tac2, Sst, Crh,* and *Nts* in anterior and posterior CeA*.***

*Drd2* co-expression was quantified and represented as total number of cells expressing *Drd2*, expressing other RNA of interest, or co-expressing the two RNA’s. In all cases Mann-Whintney test was performed to determine whether the co-expressing population was significantly different from each single expressing population. * p<.05. **A.** In all regions of anterior CeA very little co-expression between *Drd2* and *Prkcd* was found. **B.** Moderate co-expression between *Drd2* and *Prkcd* was found in posterior CeC and CeL. **C-J.** Very limited co-expression was detected between *Drd2* and *Tac2, Sst, Crh,* and *Nts,* and in all cases the *Drd2* labeled population is significantly different from the co-labeled population.

**Supplemental Figure 4. Expanded y-axis view of Pre-CS freezing.**

**A.**Pre-CS freezing prior to Fear Conditioning demonstrates no difference between groups before training. This suggests no differences in baseline fear or anxiety between groups. **B.** Pre-CS freezing prior to Fear Extinction 1 demonstrates no difference between groups before fear extinction. This suggests no differences in baseline fear or anxiety between groups when CNO is on-board in the absence of explicitly fearful stimuli.

**Supplemental Figure 5. Drd2-TRAP transgene expression closely recapitulates Drd2expression pattern observed with FISH.**

**A.** L10a-GFP ribosomal subunit (Green) is expressed is pattern very similar to that observed with FISH. Abbreviations used: BLA: Basolateral Amygdala, CeC: Central Capsular Amygdala, CeL: Central Lateral Amygdala, CeM: Central Medial Amygdala, Main Intercalated Island: Im.

**Supplemental Figure 6. Fear conditioning of mice for TRAP collection.**

Mice express significantly more freezing after fear conditioning. (Unpaired t-Test, freezing to tone vs. CS1, * p < .05).

**Supplemental Figure 7. Validation of TRAP pull-down.**

**A.** Ribosomal subunit 18S is found at significantly higher levels in bound fraction, verifying ribosomal pull down (Paired t-Test, * p < .05). **B.** The ratio of *Drd2:Drd1a* is significantly higher in bound fraction vs. unbound fraction, verifying RNAs were successfully isolated from *Drd2* neurons (Paired t-Test, * p < .05).

**Supplemental Figure 8. Gene set enrichment analysis.**

Using the entire expression dataset in default setting genes identified in *Drd2-*TRAP fear conditioning study and humanized model of 22q11.2 deletion are significantly and concordantly regulated in inverse direction in both **A.** Prefrontal cortex and **B.** Hippocampus.

**Supplemental Figure 9. Replication of pharmacological manipulation of fear extinction with Istradefylline.**

**A.** Schematic of experimental design. **B.** Two groups of animals were fear conditioned (5 CS/US, .65 mA). **C.** Animals were injected with Vehicle or Istradefylline 30-minutes before fear extinction. Animals injected with Istradefylline froze significantly less than those injected with vehicle (2-way RM ANOVA, F(1,18)=27.94, p < .0001). **D.** Animals previously injected with Istradefylline froze statistically less than Vehicle control during second fear extinction session 24-hours later(2-way RM ANOVA, F(1,18)=5.8, p = .028).

**Supplemental Figure 10. Replication of pharmacological manipulation of fear extinction with Velneperit.**

**A.** Schematic of experimental design. **B.** Two groups of animals were fear conditioned (5 CS/US, .65 mA). **C.** Animals were injected with Vehicle or Velneperit 90-minutes before fear extinction. Animals injected with Velneperit froze significantly more than those injected with vehicle (2-way RM ANOVA, F(1,13)=13.85, p =.0026). **D.** Animals previously injected with Istradefylline showed no statistical difference in freezing compared to Vehicle control during second fear extinction session 24-hours later (2-way RM ANOVA, F(1,13)=2.262, p = .15).

**Supplemental Figure 11. Examination of *Drd2* expression following fear conditioning and extinction.**

**A.** Two groups of animals (FC1 and FC 30) were fear conditioned (5 CS/US, .65 mA US). **B.** Twenty-four hours three groups of animals were exposed to extinction context. FC1 was exposed to a single CS in extinction context. Percent freezing indicates freezing during tone during CS 1 and freezing during the corresponding time when tone was played for other groups for CS 2-30, freezing during CS 1 was significantly greater than control (unpaired t-Test F(1,12)=5.929, p < .0001). HC 30 group did not receive fear conditioning, but was exposed to 30 CS’s in extinction context. FC 30 was exposed to 30 CS’s in extinction context and expressed more freezing than HC 30 group (Each bin examined by students t-test p < .05). **C.** Four groups were sacrificed 2 hours following behavior and qPCR performed on amygdala punches. FC30 group had significantly increased *Drd2*expression compared to all other groups.

**Supplemental Table 1. Complete list of differentially regulated RNA’s.**

LogFC indicates log fold change between FC and Control group. Negative LogFC’s indicate decreased expression compared to control while positive values indicate increased expression. 

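A log fold change has no finite value where the reads of a gene number 0 in every library of a group, and its size then depends on how the method treats low counts. For Fbxo32 (ENSMUSG00000022358), which had 106, 323 and 271 reads in the fear conditioned libraries and 0 in both control libraries, the log2 fold change was 3.43 on the log2(value + 1) scale and 10.40 with DESeq2 on the recovered reads. Set against a floor of 3 reads, the gene was at least 82.4-fold higher after fear conditioning, a bound that covers counting error and not drop-out of transcripts.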

FDR indicates false discovery rate corrected across multiple tests. Only q< .05 values are featured.

**Supplemental Table 2.**

Using Mouse Gene Atlas dataset, Enrichr confirms amygdala specificity of pull-down and gene change.

**Supplemental Table 3. Jensen COMPARTMENTS analysis.**

Jensen COMPARTMENTS analysis data set, using sequence based prediction methods confirms neuronal specificity of pull-down and gene change.

**Supplemental Table 4. Drug-Gene analysis of differentially expressed genes.**

Metacore ‘Drug for Drug database’ identifies drugs that target protein products of differentially expressed genes.

How the deposited data were processed for this re-analysis (not part of the article)

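Ribosome-bound RNA of CeA Drd2 neurons was measured in 5 libraries, 3 from fear conditioned mice (replicates 2, 3 and 4) and 2 from control mice (replicates 6 and 7), each a pool of 3 animals collected 2 h after the session. Conditions were taken from the labels of the deposited samples and from the paper, which both separate fear conditioned from control libraries but differ on whether the controls heard the tone or stayed in the home cage, and on whether the session was conditioning or extinction. The groups share no replicate numbers, so no paired fit was made.

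The authors sequenced the libraries and analysed them with the software that the methods call Tuxedo DESeq. The paper's text does not name the aligner, the genome build or the software versions. The authors deposited a normalized signal for each gene and library, in counts per 1000000 (CPM) of an effective library size, together with a gene length. The table lists 15093 genes, each with a value above 1 in at least 1 library. Within each library, all values (100%) were whole multiples of the smallest value above 0, within 0.01, and these multiples were used as recovered reads. Gene names are those of the deposited table. Of its identifiers, 14622 were found in a table of gene identifiers and symbols, which together with synonyms from a RefSeq gene table (assembly GRCm38.p6, used only for names) served to match the genes of Fig. 3f, Fig. 4c and the marker lists. In Fig. 4c, 50 of 51 genes drawn as upregulated and 69 of 71 drawn as downregulated were matched. There were 43 repeated gene names, so genes were joined by identifier, and 9 lengths below 0 were left out of the test of length. Whether reads were counted by strand is not named in the paper's text.

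The recovered reads on genes ranged from 19605318 to 27937520 per library. The depth limits a library to a floor of 3 reads. Where all libraries of a group had 3 reads or fewer, the fold change is given as a lower bound against that floor. The bound covers counting error only, not drop-out of transcripts.

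The design set before the data were examined assumed either counts or a normalized unit, and the table holds the latter. Groups were compared with limma 3.58.1 (lmFit, and eBayes with a trend) on log2(value + 1) for genes with a mean value of at least 1, two-sided, with Benjamini-Hochberg adjustment. Genes passed with an adjusted p under 0.05 and an absolute log2 fold change over 0.5, after the cutoffs of the paper. Single genes were also compared with a two-sided exact permutation test over the 10 splits of 5 libraries into 3 and 2, with a smallest p of 0.1. Marker lists written before the data were examined were tested with limma's camera, with the correlation between genes estimated for each list, and their median log2 fold change was placed among 10000 random lists matched on mean expression, or on mean expression and length. The genes named are those that the paper names or draws in Fig. 3f and the members of the marker lists. A further rule, the 5 genes with the smallest adjusted p in each direction among those past both cutoffs, selected none.

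Alternatives set before the data were examined were a pseudocount of 0.1, no filter on low values, a value of at least 1 in every library, quantile normalization, no fold change cutoff, a test against a fold change of 2^0.5, an adjusted p of 0.1, and each library left out in turn. The recovered reads were also tested with edgeR 4.0.16 (quasi-likelihood and likelihood ratio tests, TMM or upper quartile normalization, and filters from none to 10 reads in every library), DESeq2 1.42.0 and limma voom. These count tests had been listed for a file of counts, and they were run on recovered reads only after the values were seen.

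The fits were tested on simulated counts drawn from the means and depths of the real libraries, with 200 genes changed by a log2 fold change of 3. With the spread of the fear conditioned libraries in both groups, limma recovered 199 of the 200 genes among 13419 tested and called 13 unchanged genes, and DESeq2 recovered 198 among 14489 and called 21 unchanged genes. With each group given its own spread, limma recovered 124 of the 200 genes among 13179 tested and called 192 unchanged genes, and DESeq2 recovered 168 among 14489 and called 1593 unchanged genes. R 4.3.3, Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 were used.

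The enrichment analyses of Fig. 4a and b, the gene set enrichment analysis and the network weights rest on databases that are not used here. The behavioral, in situ hybridization and qPCR experiments are not analysed here.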

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

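The tests of the Drd2 to Drd1a ratio and of the summed Y-linked values were chosen only after the results were seen, and so was leaving out Drd2 and Drd1a from the striatal genes, while the test of striatal genes outside the figures was set before the data were examined. Groups of 3 and 2 libraries are too small to test for a single outlying library.

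Genes of striatal projection neurons that the paper neither draws in Fig. 3f or Fig. 4c nor names in its text were higher in the fear conditioned libraries, a signal in genes outside those the paper discusses. Of 19 such genes, 18 were higher, 12 of them in every fear conditioned library, with a median log2 fold change of 0.96. With Drd2 and Drd1a, which the text names, there were 21 genes, 20 of them higher, with a median of 0.99. The median of either list stood at percentile 100 of 10000 random lists matched on expression, and at percentile 100 when matched on length as well, which goes against gene length. These percentiles treat genes as independent. limma's camera, which estimates the correlation between the genes, gave p = 0.237 for the 21 genes (adjusted p = 0.624 over the lists), so the shift did not pass with 3 libraries against 2. For all 28 list members the adjusted p was 0.406, and from 2.4e-10 with a preset correlation to 0.475 over the other alternatives run on them. Their median was 1.12, 1.06 after quantile normalization and 1.20 with upper quartile normalization of the recovered reads, which goes against the authors' normalization as the only source. More striatum in the fear conditioned punches is a candidate explanation: pallial glutamatergic neuron genes had a median of -1.15 (11 of 15 genes lower), but this did not pass (camera p = 0.312) and rested partly on single libraries, with a median of -0.53 without fear conditioned replicate 4 and only 8 of 15 genes lower without control replicate 6, while central amygdala neuron genes had a median of -0.53 that turned to 0.26 without the genes in the paper's figures. A purer pull-down of Drd2 neurons, with less RNA of Drd1a neurons, would have raised the ratio of Drd2 to Drd1a, but the mean log2 ratio differed by -0.12 between fear conditioned and control libraries, within the spread between libraries. Less RNA of glia or choroid plexus in the fear conditioned pull-downs would leave this ratio unchanged, so the test does not set aside a purer pull-down of that kind. An induction of these genes by fear conditioning cannot be told apart from a difference in the tissue of the punches, since each library is a separate pool and the libraries of each group share 1 condition. Adora2a, Drd2, Rxrg and Penk belong to the same list of striatal genes, so the question extends to them.

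Xist (ENSMUSG00000086503), which the paper does not discuss, had 666 and 1774 reads in the 2 control libraries and 0, 3 and 4 reads in the 3 fear conditioned libraries. Its mean value in the control libraries was 57.9 CPM, above the floor of 3 reads. The log2 fold change was -5.41 (limma, standard error 0.74, adjusted p = 0.197). Xist is transcribed from the inactive X chromosome of females, and RNA of female animals in the control pools is a candidate explanation. The sum of Uty, Ddx3y, Kdm5d and Eif2s3y was 86.6, 101 and 109 CPM in the fear conditioned libraries and 97.6 and 49.1 in control replicates 6 and 7, so 1 of the 2 control libraries fell below every fear conditioned library. A pool of both sexes can hold Xist together with Y-linked transcripts, so the summed Y-linked values cannot decide on this explanation. Xist itself was present in both control libraries and at 4 reads or fewer in each fear conditioned library. If only the control pools held females, sex would differ along with condition in every comparison of the groups. The paper's text does not name the sex of the TRAP animals. Reads of Tsix, which overlaps Xist on the other strand, would be counted with it if strand was not used, and this was not tested. An effect of fear conditioning on Xist was not tested apart from these explanations.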

How the results depend on the processing

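The numbers of genes past both cutoffs (all, higher and lower, and those of Fig. 3f and Fig. 4c) were 0 in limma, with 2280 genes at an unadjusted p under 0.05. They were also 0 with a pseudocount of 0.1 (2179 at an unadjusted p under 0.05), no filter (2536), a value of at least 1 in every library (1839), quantile normalization (2356), no fold change cutoff or an adjusted p of 0.1 (2280 each), and a test against 2^0.5 (1128). Of the genes at an unadjusted p under 0.05, 1287 were higher and 993 lower in the main setting, and 1540 and 996 without a filter. With a value of at least 1 in every library the balance turned, to 820 higher and 1019 lower. Leaving out a fear conditioned library gave from 0 to 1 genes (880 to 1060 at an unadjusted p under 0.05). The 1 gene, called lower without fear conditioned replicate 3, was Ttr, which belongs to Fig. 3f and Fig. 4c. No gene was called without a control library, since 1 control library would remain.

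The following settings on recovered reads were chosen after seeing the data. edgeR's quasi-likelihood test called 0 genes with TMM (2404 at an unadjusted p under 0.05), upper quartile normalization (2365), no filter (2433), 10 reads in every library (1945) and a test against 2^0.5 (1765), as did limma voom (2543). At this p, 1337 genes were higher and 1067 lower with TMM, and 1658 and 885 with limma voom. With 10 reads in every library 719 were higher and 1226 lower. DESeq2 called 1128 genes, 556 higher and 572 lower, with 21 of Fig. 3f and 118 of Fig. 4c. edgeR's likelihood ratio test called 1115 genes, 751 higher and 364 lower, with 19 of Fig. 3f and 116 of Fig. 4c. The share of calls that were higher was 49.3% with DESeq2 and 67.4% with the likelihood ratio test, and 774 genes were called in the same direction by both. The median log2 fold change of all genes was 0.08 in limma, -0.11 with DESeq2 and 0.25 with limma voom.

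The log2 fold change of Drd2 was from 0.64 to 1.66 across the 5 fits that each left out one library, and did not pass the cutoffs under any setting that gave a test. The mean log2 ratio of Drd2 to Drd1a was 3.09, and 3.56 per kb of transcript.

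The median log2 fold changes of the marker lists did not pass camera in the main setting. With a preset correlation of 0.01, the lists of choroid plexus (-1.75), oligodendrocyte (-0.77), astrocyte (-1.01), pallial glutamatergic neuron (-1.15) and striatal projection neuron (1.12) genes passed at an adjusted p under 0.05. Without the genes in the paper's figures, the median turned from -0.53 to 0.26 for central amygdala neuron genes and from 0.61 to -0.54 for Y-linked genes. With upper quartile normalization of the recovered reads, microglia genes turned from -0.044 to 0.018. Across the 5 fits that each left out one library, the median ranged from -0.28 to 1.21 for the in situ markers of the paper, from -0.028 to 1.35 for Y-linked genes, from -1.00 to -0.28 for central amygdala neuron genes, from -2.83 to -0.88 for choroid plexus genes, from -0.018 to 0.74 for immediate early genes, from -0.42 to 0.23 for microglia genes, from -1.20 to -0.53 for pallial glutamatergic neuron genes, from -1.04 to -0.56 for oligodendrocyte genes, from -1.26 to -0.80 for astrocyte genes and from 0.77 to 1.46 for striatal projection neuron genes. The cause of these changes was not tested.

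Among the single genes named, Tac2 turned from 1.07 to -0.10 with DESeq2, -0.061 with edgeR's likelihood ratio test, -0.062 with its quasi-likelihood test and with the test against 2^0.5, -0.042 with upper quartile normalization and -0.048 without a filter. Leaving out a library moved Tac2 from -1.35 to 3.50, Crh from -0.91 to 2.97, Nts from -1.19 to 0.12 and Dkk3 from -1.20 to 0.34. On the recovered reads, 23 named genes passed the cutoffs with DESeq2 and 21 with the likelihood ratio test. The depth limits Npy5r, Sstr5, Fkbp14, Gprin3, Fbxo32 and Zfp786 to lower bounds, since both control libraries held 3 reads or fewer. These bounds do not cover drop-out of transcripts.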

Differences from the paper's values

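The values that the paper shows in Fig. 3f were read by eye. A value is within the error when it differs by no more than 1 standard error of the main limma fit. That standard error served for all settings, also where a fit had a standard error of its own. None of the alternatives set before the data were examined closed the gap except where named, and the settings on recovered reads were chosen after seeing the values.

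The log2 fold change of Adora2a was 1.92, against the paper's about 1.3 in Fig. 3f, read by eye. Without control replicate 6 it was 1.23, within the error of the paper's value, and with DESeq2 on the recovered reads, a setting chosen after seeing the values, it was 1.76, also within it. For Gpr6 it was 1.50, against the paper's about 2.0 in Fig. 3f, read by eye, and without control replicate 7 it was 1.82, within the error. For Fgf3 the value was 3.38, against the paper's about 4.6 in Fig. 3f, read by eye, and no setting run closed the gap. For Parva the value was -2.13, against the paper's about -3.1 in Fig. 3f, read by eye, and no setting run closed the gap.

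The log2 fold change of Ttr was -8.25, against the paper's about -6.3 in Fig. 3f, read by eye. Without fear conditioned replicate 4 it was -7.53, within the error, as were -7.23 with DESeq2, -7.20 with edgeR's likelihood ratio test, and -7.19 (TMM), -7.16 (upper quartile), -7.18 (no filter) and -7.19 (test against 2^0.5) with edgeR's quasi-likelihood test, all on recovered reads and chosen after seeing the values. Sostdc1 had a log2 fold change of -3.54, against the paper's about -5.3 in Fig. 3f, read by eye. With a pseudocount of 0.1 it was -4.78, within the error, as were -5.06 with DESeq2, -5.01 with the likelihood ratio test, -5.01 (TMM), -4.88 (upper quartile), -5.00 (no filter) and -5.01 (test against 2^0.5) with the quasi-likelihood test and -4.79 with limma voom, chosen after seeing the values. Ncapg had a log2 fold change of -2.72, against the paper's about -8.0 in Fig. 3f, read by eye. None of the alternatives set before the data were examined closed the gap, and DESeq2 (-8.35) and the quasi-likelihood test without a filter (-8.23), chosen after seeing the values, gave values within the error.

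The paper lists genes as differentially expressed at its cutoffs, and draws 21 of them in Fig. 3f and further ones in Fig. 4c. limma called 0 genes at these cutoffs, with 2280 at an unadjusted p under 0.05, and 19 of the 21 genes of Fig. 3f among them. Without fear conditioned replicate 3, limma called Ttr. DESeq2 on the recovered reads called all 21 genes of Fig. 3f and 118 genes of Fig. 4c, and edgeR's likelihood ratio test called 19 and 116, both chosen after seeing the values. The paper describes Adora2a, Npy5r and Rxrg as robustly changed. In limma the adjusted p was 0.200 for Adora2a and 0.197 for Npy5r and for Rxrg, while DESeq2 and the likelihood ratio test called all 3. edgeR's quasi-likelihood test and limma voom on the recovered reads called 0 genes.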

Other observations

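The tests of the spread between libraries and of DESeq2's calls across splits, and the expectation from genes not low in control replicate 6, were chosen only after the results were seen. The tests of marker lists, of length, of low reads in both control libraries, and of limma across splits were set before their results were seen.

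The 2 control libraries differed from each other more than from the fear conditioned libraries (Pearson's r of 0.787 across genes, against at least 0.826 between groups). Unequal spread between the libraries of the 2 groups is a candidate explanation for the genes that DESeq2 called on the recovered reads. In 10 simulations with no changed gene, drawn with each group's own spread, DESeq2 called a median of 1604 genes (from 1506 to 1698), against 1128 in the real libraries, and edgeR's likelihood ratio test called a median of 1386 (from 1334 to 1461), against 1115. In the same simulations limma called 0 genes, with a median of 2739 at an unadjusted p under 0.05, against 2280 in the real libraries. With the spread of the fear conditioned libraries in both groups, DESeq2 called a median of 2 genes. The number of calls is therefore no larger than such spread alone may give. The real numbers from DESeq2 and the likelihood ratio test lay below every simulation, so the simulated spread was not matched to the real libraries. A median of 944.5 simulated DESeq2 calls were higher, against 556 in the real libraries. The simulations do not say which genes changed. The spread between the control libraries may itself hold differences between the pools, as in sex or dissection.

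Of the 10 splits of the 5 libraries into 3 and 2, 1, the real one, gave as many as 1128 genes with DESeq2, and the other splits gave between 0 and 29. In limma, 1 split, again the real one, gave as many as 2280 genes at an unadjusted p under 0.05, against 67 to 691 in the other splits. With 10 splits the share cannot fall under 0.1, and the real split is also the one that puts both control libraries, with their larger spread, on one side, so the condition and the spread cannot be told apart.

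Of the 13309 genes with a mean of at least 1 in the fear conditioned libraries, 671 had 3 reads or fewer in control replicate 6, 2180 in control replicate 7 and 441 in both. Over all genes in the table, without that filter, from 437 to 569 had 3 reads or fewer in each fear conditioned library, and 1178 and 3314 in control replicates 6 and 7. Among genes of the same level in the fear conditioned libraries, the product of the separate shares of the control libraries gives 350.2 genes low in both, so the observed number was 1.26 times the product, within the bound of 1.5 set beforehand for drop-out of transcripts in the control libraries, which is a candidate explanation. The shares include the genes low in both, however, which makes the bound easy to meet. With the share of control replicate 7 taken only from genes that were not low in control replicate 6, 322.5 would be low in both, and the observed number was 1.37 times that. Genes that are truly low in controls and drop-out therefore cannot be told apart by these numbers. Npy5r, Sstr5, Fkbp14, Gprin3, Fbxo32 and Zfp786 of Fig. 3f are among the 441 genes.

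Choroid plexus genes were lower after fear conditioning. Outside the paper's figures, 11 of 13 were lower, with a median log2 fold change of -1.44, at percentile 0 of 10000 random lists matched on expression. limma's camera gave p = 0.106 for these 13 genes (adjusted p = 0.624). Only 4 of the 13 were lower in every fear conditioned library. Their mean log2 value was 3.90 in control replicate 6 and 2.28 in control replicate 7, against 1.74 to 1.94 in the fear conditioned libraries. The shift thus rested mainly on control replicate 6. Without it the median of all 18 list members was -0.88, with 10 lower and 8 higher. For all 18 list members, which include genes of the paper's figures, limma's adjusted p was 0.345, and from 8.99e-08 with a preset correlation to 0.380 over the other alternatives run on them. RNA from choroid plexus in the control libraries is a candidate explanation for the fall of Ttr, Kcnj13 and Sostdc1, which are also choroid plexus genes, and a fall caused by fear conditioning was not tested apart from it. Outside the paper's figures, 14 of 16 oligodendrocyte genes and 10 of 12 astrocyte genes were lower, with medians of -0.73 and -0.80, both at percentile 0.04 of the random lists, and camera gave p = 0.302 and p = 0.185 (adjusted p = 0.624 for both). For all 19 oligodendrocyte and 14 astrocyte list members, limma's adjusted p was 0.471 and 0.406, and over the other alternatives run on them from 1.55e-05 to 0.555 and from 2.73e-05 to 0.475. The 12 astrocyte genes outside the figures had a mean log2 value of 6.50 in control replicate 6. In control replicate 7 it was 5.29, within the 5.12 to 5.57 of the fear conditioned libraries. Without control replicate 6 the median log2 fold change of all 14 astrocyte list members was -0.80, against -1.01 with it. RNA from glial cells in the control libraries may thus add to the genes lower after fear conditioning, for astrocyte genes mainly in control replicate 6. Microglia genes showed no such shift (median -0.22, percentile 18.7).

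Immediate early genes had a median log2 fold change of 0.24 (15 of 25 genes higher), at percentile 73.7 of the random lists. limma's camera gave this list an adjusted p of 0.795, and from 0.310 to 0.912 over the alternatives. A shift of this list was not detected.

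Uty, a Y-linked gene drawn as upregulated in Fig. 4c, had 75, 257 and 225 reads after fear conditioning and 0 and 1 in controls. Of the 4 Y-linked genes, 2 (Uty and Ddx3y) were higher and 2 (Kdm5d and Eif2s3y) lower after fear conditioning, and Xist was lower as well. Different shares of males and females in the pools would move all 4 together, against Xist. Only 2 of the 4 were higher, so the 4 genes did not move together. If such shares played no part, any of the 4 could still vary, so this count does not decide the matter. In control replicate 6 the summed Y-linked values were 97.6 CPM, within the 86.6 to 109 of the fear conditioned libraries, although Uty had 0 reads there, which goes against a smaller share of males as the source of the missing Uty in that library. In control replicate 7 the sum was 49.1 CPM, with 1 read of Uty. Ddx3y, Kdm5d, Eif2s3y and Uty have X-linked paralogs with which reads can be shared.

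Across 13551 genes, which are not independent replicates, Spearman's rho of the log2 fold change with the deposited gene length was -0.12, within the bounds of 0.3 set beforehand, which goes against gene length as the main source of the differences. GC content was not tested.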
